# Twist1 Transcriptional Targets in the Developing Atrio-Ventricular Canal of the Mouse

**DOI:** 10.1371/journal.pone.0040815

**Published:** 2012-07-16

**Authors:** Pavle Vrljicak, Rebecca Cullum, Eric Xu, Alex C. Y. Chang, Elizabeth D. Wederell, Mikhail Bilenky, Steven J. M. Jones, Marco A. Marra, Aly Karsan, Pamela A. Hoodless

## Abstract

Malformations of the cardiovascular system are the most common type of birth defect in humans, frequently affecting the formation of valves and septa. During heart valve and septa formation, cells from the atrio-ventricular canal (AVC) and outflow tract (OFT) regions of the heart undergo an epithelial-to-mesenchymal transformation (EMT) and invade the underlying extracellular matrix to give rise to endocardial cushions. Subsequent maturation of newly formed mesenchyme cells leads to thin stress-resistant leaflets. TWIST1 is a basic helix-loop-helix transcription factor expressed in newly formed mesenchyme cells of the AVC and OFT that has been shown to play roles in cell survival, cell proliferation and differentiation. However, the downstream targets of TWIST1 during heart valve formation remain unclear. To identify genes important for heart valve development downstream of TWIST1, we performed global gene expression profiling of AVC, OFT, atria and ventricles of the embryonic day 10.5 mouse heart by tag-sequencing (Tag-seq). Using this resource we identified a novel set of 939 genes, including 123 regulators of transcription, enriched in the valve forming regions of the heart. We compared these genes to a Tag-seq library from the *Twist1* null developing valves revealing significant gene expression changes. These changes were consistent with a role of TWIST1 in controlling differentiation of mesenchymal cells following their transformation from endothelium in the mouse. To study the role of TWIST1 at the DNA level we performed chromatin immunoprecipitation and identified novel direct targets of TWIST1 in the developing heart valves. Our findings support a role for TWIST1 in the differentiation of AVC mesenchyme post-EMT in the mouse, and suggest that TWIST1 can exert its function by direct DNA binding to activate valve specific gene expression.

## Introduction

The transformation of the heart tube into a four-chambered organ divided by valves and septa is a critical event during mammalian heart development and is required for proper function. Initially, the embryonic heart is a linear tube composed of endocardial and myocardial cell layers separated by an acellular extracellular matrix (ECM) termed the cardiac jelly. During formation of the heart valves and septa, the cardiac jelly, which gives rise to the endocardial cushions [1], begins to accumulate in the region between the atria and ventricles, known as the atrio-ventricular canal (AVC), and the junction between the ventricles and the major arteries, known as the outflow tract (OFT). At around embryonic day (E) 9 in the mouse and day 26 in humans, inductive signals from the myocardium mediated by members of the Notch, Wnt and TGFβ pathways activate endocardial cells in these regions to undergo an epithelial-to-mesenchymal transformation (EMT) [2]–[6]. EMT is a multi-step process in which polarized and adhesive endocardial cells transform into non-polarized and highly motile mesenchyme cells [7]. During EMT, groups of endocardial cells destined to undergo transformation are first specified and become hypertrophic. These cells then lose polarity markers and intercellular cadherins and adherens junctions. Finally degradation of the basement membrane by matrix metalloproteinases (such as MMP2) and cell delamination driven by reorganization of the cytoskeleton leads to the migration and invasion of EMT-generated cells into the endocardial cushion. After invasion of the ECM, the newly transformed mesenchyme cells proliferate to expand the forming cushions into the lumen [8] and undergo differentiation into fibroblastic valve interstitial cells [9]. Removal of excess mesenchyme cells by apoptosis starts at E12.5 in mice, and patterning of ECM molecules relative to direction of blood flow then turns the endocardial cushions into thin stress-resistant AV valve leaflets and semilunar valve cusps by the first week after birth [10]–[12].

The process of endocardial cushion transformation demonstrates tight temporal and spatial gene expression specificity controlled by a network of transcription factors. Single-gene studies have helped to determine the important role of a number of transcription factors during this process, including SOX9 [13], SNAI2 [14] and β-CATENIN [3]. In addition to their role in heart valve development, these factors are also critical in many embryonic tissues that undergo an EMT (e.g. [15]), and have been implicated in cancer metastatic progression, which involves a type of EMT (e.g. [16]–[19]).

*Twist1*, a member of the basic helix-loop-helix (bHLH) family of transcription factors, is highly expressed in the mesenchymal cells of the endocardial cushions of the AVC and OFT, with expression peaking at E10.5 before decreasing at E12.5 [20], [21]. Similar to the above factors, *Twist1* over-expression is associated with enhanced metastasis as it promotes cell survival and cell invasion in transformed cells (e.g. [22]). Research in chick AVC development has suggested a role for TWIST1 in the promotion of proliferation and migration of endocardial cushion cells, coupled with inhibition of their differentiation [23]. Subsequent over-expression studies in mouse confirmed a role for TWIST1 in proliferation and regulation of ECM protein expression [24], indicating that TWIST1 might have a role in endocardial cushion cell maturation post-EMT. Interestingly, research in *Twist1* null mice has not revealed an obvious AVC endocardial cushion defect prior to death at about E11 [25] although defects in neural crest cell contribution to the OFT have been reported [26].

Since there may be underlying molecular changes in the *Twist1* null AVC that may indicate defects not manifested in the embryo prior to death, in this study, we used tag sequencing (Tag-seq) to identify gene expression changes associated with loss of *Twist1* in the AVC. Tag-seq, a type of Digital Gene Expression (DGE) analysis termed elsewhere as SAGE-Seq, is a technique that combines Serial Analysis of Gene Expression (SAGE) with massively parallel sequencing [27] to produce short 21-base sequence tags representing the expressed RNA transcripts. By mapping the sequence tags to transcriptome and genome databases, the originating transcript can be identified. Moreover, since the data is digital, the frequency of a tag can be quantified and compared between genes and tissues. Tag-seq is independent of previous transcript knowledge and can be used for novel gene and transcript variant discovery. We first generated Tag-seq libraries from atria, ventricles, AVC and OFT of the mouse heart at E10.5 and used these libraries to identify a high-confidence AVC- and OFT-enriched gene set containing novel endocardial cushion genes and transcription factors. We then used this set to evaluate changes observed in the AVC of *Twist1* mutant embryos by Tag-seq. Our data on the gene expression differences between *Twist1* mutant and wild-type AVC at E10.5, coupled with chromatin immunoprecipitation, suggests that TWIST1 plays a critical role in mesenchymal differentiation post-EMT in the mouse, by directly regulating expression of AVC-enriched genes.

## Materials and Methods

### Ethics Statement

All mice procedures were performed at the animal facility of the British Columbia Cancer Agency according to protocols approved by the University of British Columbia Animal Care Committee and following Canadian Council on Animal Care guidelines.

### Tissue Collection

E10.5 embryos (Theiler stage 17) were collected from timed-matings of C57BL/6J females and the hearts were manually dissected using 30½G needles to separate the various regions of the heart. Blood was removed by puncturing the heart chambers and washing the tissue with PBS. All tissue was collected in TRIzol reagent (Invitrogen). Images of dissected heart regions can be found in Figure S1. Tissue from 20 embryos was collected for the atria and ventricle libraries while tissue from 25 embryos was collected for the AVC and OFT. 8 AVCs were collected from *Twist1* null AVC. Tissue for each region was pooled to avoid possible bias due to individual variation and to obtain at least 400 ng of total RNA for Tag-seq library construction. After isolation, RNA quality was assessed using an Agilent Bioanalyzer. *Twist1* null mice have been described previously [25] and were maintained on an ICR (Taconic Farms) background.

### Gene Expression Analysis

Tag-seq libraries were constructed as described [27], using at least 400 ng of DNase I-treated total RNA. Briefly, after double-stranded cDNA synthesis with oligo(dT) beads (Invitrogen), the cDNA was digested with an anchoring restriction enzyme (NlaIII) and ligated to an Illumina specific adapter (Adapter A) containing a recognition site for the Type IIS tagging enzyme MmeI. Following MmeI (New England Biolabs) digestion, which cuts 20-bp from the recognition site, a second Illumina adapter (Adapter B) that contains a 2-bp degenerate 3′ overhang was ligated. Tags flanked by both adapters were enriched by PCR, and the PCR products were run on a 12% PAGE gel, excised and purified. Cluster generation and sequencing was performed on the Illumina cluster station and analyzer (Illumina) following the manufacturer's instructions. Raw sequences were extracted from the resulting image files using Bustard 1.8.28 and processed with ELAND (Illumina). Reads were assessed for quality using the Chastity filter (Illumina) with a threshold of 0.6. The tags were generated based on the first 21 bases of each read, which corresponds to the transcript-derived tag sequence. The first 4 bases are always the NlaIII site. The Tag-seq data is available at Gene Expression Omnibus [28] through the accession number GSE37746.

Tag-seq data was analyzed and mapped to genes using DiscoverySpace v4.0 [29]. Background tags, tags that could not be mapped to the genome, and those that contained 1-bp mismatch from tags generated from highly expressed genes were excluded. For all analysis, we selected tag-types with greater than 5 tags per library (tags with 5 or fewer counts in a library were considered not expressed) and used only unambiguous sense mappings based on the RefSeq database (http://www.ncbi.nlm.nih.gov/RefSeq/). All tags representing a single gene were summed into an overall expression count to account for transcript variants. All tag counts were normalized to library size and values represented as tags per million. Differential expression analysis was done using the Bioconductor package edgeR [30]–[32] using the exact test in the package to calculate the fold changes and p-values based on a dispersion value of 0.12. Gene Ontology analysis was performed with DAVID [33], [34]. Enrichment was calculated against the whole RefSeq database as a background group and p-values were generated to represent one-tail Fisher Exact Test statistics.

Reverse transcription followed by quantitative PCR (RT-qPCR) and *in situ* hybridization was described previously [35]. Primers for qPCR and generation of *in situ* hybridization probes are found in Table S1. *Periostin* and *Tbx20* probes were described previously [36], [37].

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation was carried out as described [38] using either an anti-TWIST1 antibody (Abcam, ab50887, lot#772574) or a mouse non-specific IgG (Sigma, F2883) followed by sequencing (ChIP-seq) or qPCR (ChIP-qPCR). Briefly, whole heart or limb samples were homogenized and fixed in 1% formaldehyde for 10 minutes prior to the addition of glycine to 0.125 M. Fixed cells were washed with PBS and lysed for 15 minutes in ChIP cell lysis buffer (10 mM Tris–HCl, pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40) followed by resuspension in ChIP nuclear lysis buffer (1% SDS, 5 mM EDTA, 50 mM Tris–HCl, pH 8.1). After 30 minutes on ice, cells were sonicated on ice-water (S3000 Ultrasonic Cell Disruptor Processor, Fisher) for 20 cycles of 30 seconds on, 30 seconds off. After removal of cellular debris by centrifugation, chromatin was precleared with Protein A/G UltraLink Resin (20 µl, ThermoFisher 53135) in fresh ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 167 mM NaCl, 16.7 mM Tris–HCl, pH 8.1). Beads were spun down and removed and 3 µg of antibody was added to supernatants containing the sonicated DNA. All buffers contained protease inhibitor cocktail tablets (Roche). Following overnight incubation at 4°C, samples were incubated with fresh Protein A/G beads for 4 h rotating at 4°C. The chromatin-bound beads were precipitated and washed in low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 8.1, 150 mM NaCl), high salt buffer (low salt buffer with 500 mM NaCl), lithium chloride buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris–HCl, pH 8.1) and twice with TE buffer. Antibody-chromatin complexes were eluted twice from the beads with 125 µl elution buffer (1% SDS, 0.1 M NaHCO_3_) each time. The collected samples were incubated with 1.0 µl Proteinase K (20 mg/ml) (Invitrogen) and 2.5 µl RNaseA (10 mg/ml Invitrogen) overnight at 65°C to reverse cross-link. Chromatin was purified by phenol–chloroform extraction and ethanol precipitation and resuspended in 50 µl dH_2_O.

For ChIP-seq, DNA from three pooled ChIP samples (from 49, 107 and 85 whole hearts corresponding to 16.2 µg, 54.5 µg and 33.5 µg of chromatin respectively) was purified by SDS–PAGE to obtain 100–300 bp fragments for sequencing on Illumina 1G. Input DNA from the same E10.5 heart tissue was purified and sequenced for a control library. Sequences were mapped to NCBI Build 36 (mm9) reference mouse genome using Burrows-Wheeler-Aligner (BWA) v0.5.x [39]. Peaks were identified using FindPeaks 3.1 [40]. To identify TWIST1 binding sites, peaks were thresholded at a minimum peak height of 10 based on a false discovery rate of 0.01. To further limit false positives, for each peak that passed the FDR threshold, the coverage of the peak was compared to that of the control sample in the region +/−400 bp. Two criteria were set: the local z-score (calculated for each peak based on the peak height and the control coverage) had to be greater than 1.8, and the fold change between the TWIST1 peak and the control peak had to be greater than 1.75.

For ChIP-qPCR, the fold enrichment of each target site was calculated as 2 to the power of the cycle threshold (cT) difference between the IgG immunoprecipitated sample and the TWIST1 immunoprecipitated sample. Primers used for ChIP-qPCR are listed in Table S1.

## Results

### AVC and OFT Share Significant Gene Expression

Since expression of *Twist1* is spatially restricted to the endocardial cushions in both the AVC and OFT of the developing heart, we first assessed the diversity of genes that are normally enriched in the AVC and OFT. 

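Tag-seq counts short cDNA tags. The cDNA is cut by NlaIII at CATG, the 17 bases after the site are sequenced, and each distinct sequence, or tag type, is listed with the number of times it was read. Tissue at embryonic day 10.5 was pooled from 25 embryos for the AVC and for the OFT, and from 20 for the atria and for the ventricles. All embryos came from C57BL/6J females, and 1 library was made per region.
The deposited files list the count of each tag type without normalization. The smallest count in any of them is 6, so they hold the tags that the paper calls high quality (HQ). These sum to 6075421 tags in the AVC, 5267618 in the OFT, 4666514 in the atria and 4223810 in the ventricles, which are the HQ totals of Table 1. The paper's totals of all tags in Table 1 are 10445112, 7072418, 8303915 and 8284532 in the same order. Values in TPM are tags per 1000000 HQ tags.
The authors state that tags with a 1-base mismatch to tags of highly expressed genes and tags that did not map to the genome were excluded. In the files, 1.30% of the AVC tags and 4.19% of the atria tags lie 1 base from a tag type at least 100 times as abundant, so the first of these steps is not included in them. The genome was not used here, and 9.81% and 15.8% of the tags matched no transcript.
Tags were matched to the RefSeq-linked transcripts of GENCODE M21 on GRCm38, the build of all gene coordinates given with the expression data. A tag was kept where its sense matches pointed to 1 gene. This held for 70.7% of the tags in the AVC, 72.2% in the OFT, 73.6% in the atria and 74.5% in the ventricles, and the counts of a gene's tags were summed. Intervals are exact Clopper-Pearson intervals. They cover counting error only, since PCR copies cannot be told from separate molecules.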

We constructed Tag-seq gene expression libraries from the atria, ventricles, AVC and OFT of E10.5 mouse hearts (Table 1). 

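The AVC and the OFT were each compared with the sum of the atria and ventricle libraries by edgeR's two-sided exact test, at the dispersion of 0.12 that the methods state. A gene with an unadjusted p under 0.05 is called higher or lower. With 1 library per region no spread between replicates was measured, and a test on the reads of single libraries compares those libraries, not the regions. A ratio against a library without the gene is a lower bound, computed with 5 tags for each missing tag type.
The libraries differ in composition. Haemoglobin transcripts took 21.5% of the atria tags and 4.67% of the ventricle tags, against 0.242% in the AVC and 0.307% in the OFT. Over all genes tested, the median log2 ratio to atria and ventricles was 1.23 for the AVC and 1.07 for the OFT. TMM normalization moves every log2 ratio by -0.95 and -0.86.
The ratio of a tag also varies with its sequence. Within 792 genes with several tag types, the log2 ratio of the AVC to atria and ventricles was lower for tags that start with T after the site than for the other tags of the same gene, with a median difference of -0.94. For the OFT the median difference was -0.83 over 732 genes.
Of the alternative settings, 21 were set before the data were examined. The other 6 were chosen after seeing the data. They are all GENCODE transcripts, HQ totals without haemoglobin, TPM used as counts with TMM normalization, tags of the 3'-most NlaIII site with TMM normalization, an offset for the sequence of a gene's tags (the tag sequence offset), and this offset with TMM normalization. A call given without a setting held in every alternative run for that gene.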

Each library was sequenced to a minimum depth of 7 million tags for a total of over 34 million tags. To exclude very low abundance transcripts and tags that might have been generated by library construction or sequencing errors, we only included tags that were represented more than 5 times in a library. The high quality tags corresponded to 10,670 RefSeq genes expressed (Table S2). 

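Under the matching used here, 12964 genes had a tag type in at least 1 of the 4 wild-type libraries. By library, 11915 genes were found in the AVC, 11702 in the OFT, 9777 in the atria and 9721 in the ventricles. A single tag type with the smallest count in the files stands for 0.988 TPM in the AVC, 1.29 in the atria and 1.42 in the ventricles, and a tag type below this is not listed. With the libraries thinned to the depth of the ventricles, 12623 genes were found. Restricting tags to the 3'-most NlaIII site of each transcript moved the number most, to 11567 genes.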

We examined 16 genes previously characterized as enriched in the AVC and involved during its development to establish whether our Tag-seq libraries captured known patterns of gene expression (Table S3). Expression of these genes in the AVC Tag-seq library spanned two orders of magnitude ranging from 13 tags per million for the transcription factor *Snai2* to 1,473 tags per million for the structural molecule *Vimentin*. 

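*Snai2* (chromosome 16 from 14705852 to 14709385) was at 13.3 (95% interval 10.6 to 16.6) TPM in the AVC. It was at 10.8 in the OFT and 1.42 in the ventricles, with none in the atria. *Vim* (chromosome 2 from 13573927 to 13582826) was at 1470 (95% interval 1440 to 1501) TPM in the AVC, 1607 in the OFT, 561 in the atria and 789.6 in the ventricles. The AVC value of *Snai2* was 19.8-fold higher than in atria and ventricles (exact p 1.32e-05). That of *Vim* was 2.19-fold higher and was not called (exact p 0.119), although it was called with a dispersion of 0.05 and the tag sequence offset.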

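All 16 genes of Table S3 had a higher value in the AVC than in atria and ventricles, and 15 of them were called. The exception was *Vim*. With TMM normalization 11 of the 16 were called, and with the tag sequence offset all of them. In the OFT all 16 were again higher, and 14 were called.
*Has2* (chromosome 15 from 56665627 to 56694539) was at 215 TPM in the AVC, 1.71 in the atria and 9.23 in the ventricles, 40.6-fold higher in the AVC (exact p 1.12e-09). *Smad6* (chromosome 9 from 63953076 to 64022059) was at 57.9 TPM in the AVC, with none in the atria and the ventricles, at least 17.2-fold higher in the AVC (exact p 1.64e-13). *Tbx2* (chromosome 11 from 85832551 to 85841948) was absent from atria and ventricles too and had 20.1 TPM in the AVC, at least 5.95-fold higher (exact p 7.50e-10). *Id1* (chromosome 2 from 152736251 to 152737410) was at 53.0 TPM in the AVC, 12.4 in the atria and 14.4 in the ventricles, 3.96-fold higher in the AVC (exact p 0.00912). The *Id1* call in the AVC held in 18 of 25 alternative settings and was lost with others, among them TMM normalization.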

Most of the genes we examined were significantly differentially expressed (p-value<0.05) in the AVC when compared to the atria and ventricles. Furthermore, AVC enrichment (calculated by edgeR as the normalized fold-change of AVC expression over the atria and ventricle libraries) ranged from just under two-fold for *Postn* to 303-fold for the transcription factor *Sox4*, and indicated that the Tag-seq libraries represent a reliable source of gene expression information over a wide dynamic range.

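*Postn* (chromosome 3 from 54361109 to 54391037) was at 144 TPM in the AVC, 141 in the OFT, 52.5 in the atria and 32.9 in the ventricles. This is 3.35-fold higher in the AVC than in atria and ventricles (exact p 0.0191), and with TMM normalization the log2 ratio was 0.79. The *Postn* call in the AVC held in 19 of 25 alternative settings and was lost with others, among them TMM normalization.
*Sox4* (chromosome 13 from 28948919 to 28953713) was at 346 TPM in the AVC, 116 in the atria and 78.6 in the ventricles, 3.53-fold higher in the AVC (exact p 0.0142). The *Sox4* call in the AVC held in 18 of 25 alternative settings and was lost with others, among them TMM normalization. From tags of the 3'-most site alone the log2 ratio of *Sox4* was 1.76. Among those of the 16 genes that were found in atria or ventricles, *Vim* had the smallest ratio and *Sox9* the largest.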

**Table 1:** Overview of Tag-seq libraries.

Library ID	Description*	All Tags	HQ Tags**	HQ Tag-types
MM0265	E10.5 Atria	8,303,915	4,666,514	35,110
MM0263	E10.5 Atrio-ventricular canal	10,445,112	6,075,421	58,407
MM0266	E10.5 Ventricles	8,284,532	4,223,810	32,822
MM0264	E10.5 Outflow tract	7,072,418	5,267,618	56,744
	**Total**	**34,105,977**	**20,233,363**	**101,847**
MM0513	E10.5 *Twist1* ^−/−^ Atrio-ventricular canal	17,262,266	12,977,237	79,271

* Atria, atrio-ventricular canal, ventricles and outflow tract were isolated from E10.5 (Theiler stage 17) mouse hearts for Tag-seq library construction. **High quality (HQ) tag-types were present at greater than 5 tags per library.

Since the AVC and OFT both undergo a similar process of endocardial cushion formation and EMT, we speculated that genes critical for early valve formation would be more highly expressed in these regions as compared to the atria and ventricles. Comparison of the 939 genes enriched in the AVC (p-value<0.05) against the 1049 genes enriched in the OFT (p-value<0.05) revealed that 725 of the genes are common between the two (Figure 1 and Table S4A). 

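Relative to the summed atria and ventricle libraries, 5427 of 12503 genes were called higher in the AVC and 1015 lower. For the OFT, 5056 of 12451 were called higher and 1106 lower. The enriched lists shared 4161 genes, which is 76.7% of the AVC list, and left 1266 genes called in the AVC alone and 895 in the OFT alone. Both lists use the same atria and ventricle libraries. In 50 simulations in which no library differed from the others, a mean of 11.3% of the AVC calls were also OFT calls. These simulations had a mean of 98.3 AVC calls and leave out the shift common to most genes. They show the effect of the shared libraries alone and give no expected overlap for lists as long as those found.
Among the settings set in advance, a dispersion of 0.4 moved these counts most, to 2534 genes enriched in the AVC, 2420 in the OFT and 1838 in both. With TPM used as counts and TMM normalization, a setting chosen after seeing the data, they were 1585, 1637 and 1207.
The scaling of the libraries changes the balance of the calls. At the HQ totals 84.2% of the AVC calls and 82.0% of the OFT calls were higher. With TMM normalization the shares were 59.4% and 59.7%, from 3206 genes higher and 2193 lower in the AVC and 3257 higher and 2201 lower in the OFT. GC correction, which also centres the ratios, gave 53.6% and 52.9%.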

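*Bmp2* (chromosome 2 from 133552159 to 133562885) was at 220.4 TPM in the AVC, 27.1 in the OFT and 4.50 in the atria, with none in the ventricles. It was 93.3-fold higher in the AVC and 11.5-fold higher in the OFT than in atria and ventricles (exact p 3.75e-12 and 4.04e-05). *Jag1* (chromosome 2 from 137081456 to 137116644) was at 12.0 TPM in the AVC and 27.9 in the OFT, with none in the atria and the ventricles, at least 10.7-fold higher and at least 12.4-fold higher (exact p 3.90e-08 and 1.02e-10). *Gata4* (chromosome 14 from 63198922 to 63271692) was at 227 TPM in the AVC, 123 in the OFT, 9.43 in the atria and 5.45 in the ventricles. Its ratios were 30.2-fold higher in the AVC and 16.3-fold higher in the OFT (exact p 1.02e-08 and 1.14e-06). For *Sox9* (chromosome 11 from 112782224 to 112787760) the values were 514 TPM in the AVC, 377 in the OFT, 4.07 in the atria and 4.26 in the ventricles, 124-fold higher and 90.6-fold higher (exact p 1.79e-13 and 2.48e-12).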

Genes with shared AVC and OFT enrichment included known endocardial cushion development genes such as *Bmp2*, *Jag1*, *Gata4*, and *Sox9*. The majority of the genes in our AVC- and OFT-enriched list have not been described in the context of endocardial cushion development. Furthermore, a number of genes specific to the OFT or AVC were also identified, such as *Galanin* and *Adamts19* in the AVC and *Rgs5* and *Gabra4* in the OFT (Table 2, Figure S2, and Tables S4B and S4C).

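*Gal* (chromosome 19 from 3409915 to 3414544) was at 38.2 (95% interval 33.4 to 43.4) TPM in the AVC and had no tags in the OFT, atria or ventricles. It was at least 34.0-fold higher in the AVC than in atria and ventricles (exact p 4.73e-12). The OFT library would have shown a tag type of at least 1.14 TPM.
*Adamts19* (chromosome 18 from 58836667 to 59054060) was at 31.1 TPM in the AVC and 5.50 in the OFT, with none in the atria and the ventricles. It was called in the AVC (exact p 2.43e-11) and also in the OFT, where it was at least 4.89-fold higher (exact p 1.38e-05). The *Adamts19* call in the OFT was lost with TPM used as counts with TMM normalization.
*Rgs5* (chromosome 1 from 169655501 to 169695813) was at 178 (95% interval 167 to 190.2) TPM in the OFT, 3.95 in the AVC and 1.89 in the ventricles, with none in the atria. It was 198-fold higher in the OFT (exact p 9.70e-14). In the AVC it was 4.39-fold higher (exact p 0.0241). The *Rgs5* call in the AVC held in 11 of 24 alternative settings and was lost with others, among them TMM normalization.
*Gabra4* (chromosome 5 from 71569749 to 71658308) was at 24.3 TPM in the OFT and 0.988 in the AVC, with none in the atria and the ventricles, at least 7.20-fold higher in the OFT (exact p 3.07e-10). Its AVC value lies within the counting limit, so no ratio is given, and its AVC call had an exact p of 0.0391. The call held in 12 of 22 alternative settings and was lost with others, among them TMM normalization, and its direction was reversed with 5 tags for a missing tag type.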

**Figure 1:**
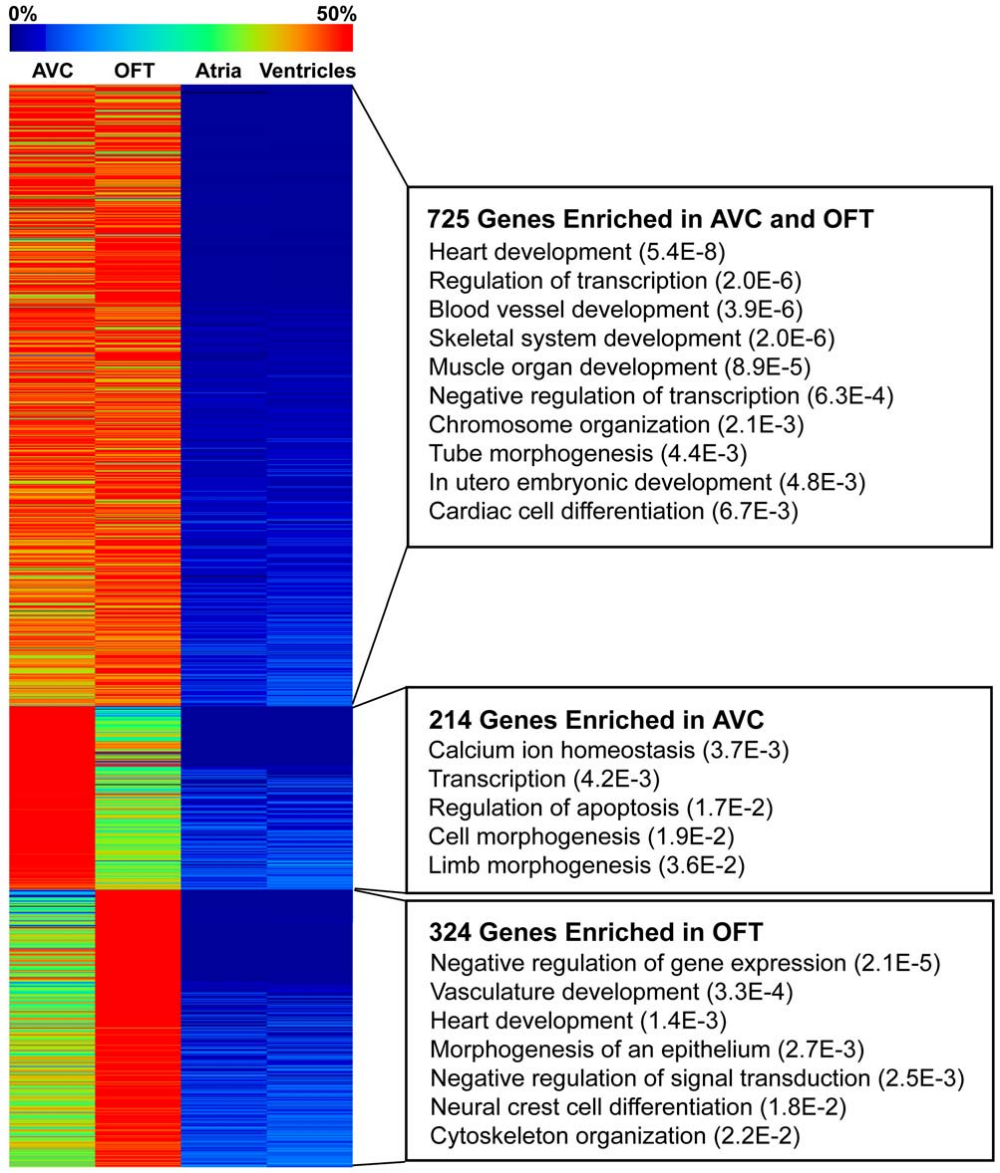
AVC and OFT shared gene expression. Most genes enriched in the AVC were also enriched in the OFT. The heatmap shows expression levels across E10.5 heart Tag-seq libraries normalized per gene for the overlapping genes with significant enrichment (p-value<0.05) in the AVC and OFT or genes enriched in only AVC or only OFT. Expression of all tag-types mapping in the sense direction to the same RefSeq gene were pooled and all tag counts were normalized as tags per million reads sequenced. Expression fold changes (enrichment) and associated p-values were calculated by doing an exact test using edgeR. Select enriched Gene Ontology (GO) categories are shown with Fisher Exact Test p-values in parentheses. See Table S5 for complete GO analysis results.

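Among genes called higher in both regions, the smallest exact p belonged to *Calr* (chromosome 8 from 84841850 to 84846934), at 289 TPM in the AVC and 407 in the OFT, with none in the atria and the ventricles. It was at least 85.7-fold higher in the AVC and at least 90.4-fold higher in the OFT (exact p 2.97e-19 and 3.16e-20). Of 2406 tag types of at least 30 TPM in the AVC, the OFT and the *Twist1* null AVC, 16 were absent from the atria and the ventricles.
*Srrm2* (chromosome 17 from 23790532 to 23824741) was at 139 TPM in the AVC and 180.3 in the OFT, with none in the atria and the ventricles (exact p 1.30e-16), where p is that of the AVC. *Ogfr* (chromosome 2 from 180589245 to 180595836) was at 84.3 TPM in the AVC and 237 in the OFT, with none in the atria and the ventricles, at least 210.5-fold higher in the OFT (exact p 2.81e-18). *Vasp* (chromosome 7 from 19256929 to 19271817) was at 219 TPM in the AVC, 425 in the OFT and 2.57 in the atria, with none in the ventricles, 315-fold higher in the OFT (exact p 6.45e-16). *Cacna2d2* (chromosome 9 from 107399612 to 107529343) was 289-fold higher in the AVC, where it had 487 TPM against 32.1 in the OFT (exact p 6.27e-16).
In the other direction, *Mt2* (chromosome 8 from 94172664 to 94173568) was at 6.09 TPM in the AVC, 8.16 in the OFT, 4410 in the atria and 886 in the ventricles (exact p 3.58e-18 and 3.90e-17). *Spa17* (chromosome 9 from 37603290 to 37613722) had no tags in the AVC and the OFT, with 51.2 TPM in the atria and 109 in the ventricles (exact p 1.33e-14 and 2.16e-13). *Spink4* (chromosome 4 from 40920052 to 40931395) was at least 57.6-fold lower in the OFT (exact p 1.46e-14), and *Efemp1* (chromosome 11 from 28853204 to 28926743) was at least 94.7-fold lower (exact p 7.30e-14). The erythroid gene *Hbb-y* (chromosome 7 from 103851749 to 103853216) was at 598 TPM in the AVC, 1097 in the OFT, 155319 in the atria and 35370 in the ventricles, 164-fold lower in the AVC (exact p 6.28e-15).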

**Table 2:** Selected Genes Enriched in the AVC and/or OFT.

						AVC over A&V		OFT over A&V	
Gene symbol	RefSeq accession	AVC	OFT	Atria	Ventricles	Fold Change	P-Value	Fold Change	P-Value
**A. Genes enriched in both AVC and OFT**									
**Transcriptional regulators**									
*Twist1*	NM_011658	918.0	299.1	63.4	55.9	8.16	1.36E-04	2.85	4.90E-02
*Sox9*	NM_011448	514.4	376.7	4.1	4.3	63.08	2.66E-09	49.33	1.09E-08
*Aes*	NM_010347	232.4	304.8	0.0	3.3	67.67	3.31E-08	94.49	3.31E-09
*Gata4*	NM_008092	227.4	122.8	9.4	5.5	15.90	1.13E-05	9.19	5.16E-04
*Zeb1*	NM_011546	185.4	196.1	6.9	7.8	13.16	4.56E-05	14.87	1.53E-05
*Tead2*	NM_011565	120.0	96.9	7.3	10.9	6.91	1.53E-03	5.96	4.00E-03
*Gata6*	NM_010258	102.2	101.6	6.6	20.6	3.95	1.82E-02	4.20	1.61E-02
*Sox4*	NM_009238	98.8	86.5	0.0	0.0	303.66	1.08E-06	272.38	2.18E-06
*Gata5*	NM_008093	78.2	66.5	5.4	3.8	8.79	1.25E-03	7.99	2.55E-03
*Tbx20*	NM_194263	51.7	40.1	1.5	0.0	29.95	3.00E-04	24.68	9.46E-04
*Gata3*	NM_008091	40.1	99.1	0.0	1.7	21.42	1.13E-03	55.91	3.54E-06
*Klf4*	NM_010637	32.1	47.8	0.0	0.0	99.34	1.81E-04	150.97	1.38E-05
*Tbl1x*	NM_020601	24.2	19.9	0.0	0.0	75.13	8.36E-04	63.43	2.02E-03
*Tle2*	NM_019725	23.7	8.9	0.0	0.0	73.60	8.36E-04	28.92	3.91E-02
*Hes6*	NM_019479	18.6	41.2	0.0	0.0	57.98	2.78E-03	130.26	3.39E-05
*Lef1*	NM_010703	18.1	11.0	0.0	0.0	56.45	2.78E-03	35.51	1.68E-02
*Gata2*	NM_008090	14.2	39.7	0.0	0.0	44.50	7.80E-03	125.55	4.10E-05
**ECM structural molecules and modifiers**									
*Col3a1*	NM_009930	1442.0	2334.3	94.9	108.7	7.52	2.01E-04	13.01	4.50E-06
*Hspg2*	NM_008305	123.0	134.9	9.6	5.7	8.37	6.29E-04	9.81	2.93E-04
*Col9a3*	NM_009936	120.5	38.2	3.0	0.0	38.39	3.83E-06	13.03	3.53E-03
*Mmp14*	NM_008608	89.3	127.2	0.0	0.0	274.56	2.18E-06	400.07	1.42E-07
*Col5a1*	NM_015734	65.1	92.2	5.4	8.1	5.06	1.29E-02	7.65	1.80E-03
*Tnc*	NM_011607	47.7	523.1	3.6	0.0	12.81	1.32E-03	148.73	4.76E-11
**Signalling molecules**									
*Igfbp5*	NM_010518	1563.9	1149.7	49.7	17.5	24.62	6.32E-08	19.35	3.73E-07
*Bmp2*	NM_007553	219.6	27.1	4.5	0.0	48.25	1.48E-07	6.41	1.60E-02
*Bmper*	NM_028472	173.5	303.9	10.9	1.7	14.32	2.73E-05	26.78	4.03E-07
*Htra1*	NM_019564	70.3	31.9	0.0	0.0	216.36	1.08E-05	101.08	1.44E-04
*Csnk1e*	NM_013767	43.6	36.3	0.0	0.0	134.56	3.39E-05	114.89	7.51E-05
*Rspo3*	NM_028351	39.9	43.1	0.0	0.0	123.23	5.00E-05	136.22	2.81E-05
*Jag1*	NM_013822	12.0	27.9	0.0	0.0	37.76	1.68E-02	88.53	2.93E-04
**Proliferation**									
*Ccnd2*	NM_009829	594.3	1117.7	66.9	77.7	4.36	5.63E-03	8.77	7.88E-05
*Cdca7*	NM_025866	114.1	157.7	3.0	6.6	12.20	1.34E-04	17.99	1.26E-05
**B. AVC-specific genes**									
*Gal*	NM_010253	38.2	0.0	0.0	0.0	118.02	6.11E-05	1.00	1.00E+00
*Adamts19*	NM_175506	31.2	5.5	0.0	0.0	96.58	2.30E-04	18.26	1.69E-01
*Ryr3*	NM_177652	11.4	2.7	0.0	0.0	35.92	1.68E-02	9.47	5.28E-01
**C. OFT-specific genes**									
*Isl1*	NM_021459	2.3	72.9	1.5	0.0	1.51	1.00E+00	44.71	2.74E-05
*Rgs5*	NM_009063	1.5	41.0	0.0	0.0	5.60	1.00E+00	129.63	3.39E-05
*Gabra4*	NM_010251	1.0	24.3	0.0	0.0	4.06	1.00E+00	77.24	6.35E-04
*Lamc2*	NM_008485	0.0	15.6	0.0	0.0	1.00	1.00E+00	49.94	5.45E-03
*Frzb*	NM_011356	2.6	13.3	0.0	0.0	8.96	5.28E-01	42.73	1.13E-02

Expression levels represent all sense tags for a gene and are shown as tags per million.

AVC- or OFT- fold change as calculated by Bioconductor package edgeR. P-values<0.05 are considered enriched.

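The transcription regulators that the paper lists in Table S5A were selected from these libraries, and 121 of them had tags in the AVC comparison. Their median log2 ratio to atria and ventricles was 4.07 in the AVC and 4.02 in the OFT, and with genes absent from atria and ventricles set at their bound 3.59 and 3.55. Each of 10000 random lists of as many genes matched on expression had a lower median in each region, which describes these libraries. The heart development genes of Table S5A had a median of 3.89 in each region, and of 28 genes 28 were called in the AVC and 27 in the OFT. With the tag sequence offset the medians in the AVC were 3.42 for the regulators and 3.40 for heart development.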

Gene Ontology analysis of the genes enriched in both the AVC and OFT revealed significant enrichment for transcriptional regulation and embryonic developmental processes (Figure 1 and Table S5), which supported our previous finding that at E10.5 there is increased signaling and transcription factor activity [20]. 

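Of the 121 regulators, 117 were called higher in the AVC, and 116 of 120 in the OFT. With TMM normalization 110 were called in the AVC and as many in the OFT.
*Gata2* (chromosome 6 from 88193891 to 88207032) was at 14.2 TPM in the AVC and 39.7 in the OFT, with none in the atria and the ventricles. Its ratios to atria and ventricles were at least 6.29-fold higher and at least 8.82-fold higher (exact p 1.12e-08 and 6.33e-12). *Gata3* (chromosome 2 from 9857078 to 9890034) was at 40.2 TPM in the AVC, 99.1 in the OFT and 1.66 in the ventricles, with none in the atria, 51.0-fold higher in the AVC and 126-fold higher in the OFT (exact p 3.76e-09 and 4.97e-12). *Gata6* (chromosome 18 from 11052064 to 11085635) was at 102 TPM in the AVC, 102 in the OFT, 6.64 in the atria and 20.6 in the ventricles, 7.70-fold higher and 7.65-fold higher (exact p 1.71e-04 and 1.79e-04).
*Gata5* (chromosome 2 from 180325133 to 180334699) was at 78.2 TPM in the AVC, 66.4 in the OFT, 5.36 in the atria and 3.79 in the ventricles, 16.9-fold higher and 14.4-fold higher (exact p 1.01e-06 and 3.75e-06). From tags of the 3'-most site alone its log2 ratio was 0.62 in the AVC. In the AVC this site held 3.29 TPM, against 72.6 at site 6 from the 3' end. The 3'-most site had no tags of *Gata5* in the OFT, with 2.57 TPM in the atria and 1.66 in the ventricles. The OFT call of *Gata5* was reversed in that setting and with TMM normalization added to it. Its AVC call was lost with tags of the 3'-most site alone, and its direction was reversed with tags of the 3'-most site with TMM normalization.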

Among the 123 transcriptional regulatory genes enriched in both the AVC and OFT, members of the GATA family (*Gata2*, *3*, *4*, *5* and *6*) were particularly well represented. GATA3, GATA4 and GATA6 have each been shown to play important roles during endocardial cushion development leading to AVC and OFT defects when mutated in mice [41]–[43]. In contrast, GATA2 and GATA5 have not previously been described in the context of endocardial cushion development. Other transcriptional regulators not previously identified in the context of valve and septa formation included *Klf4*, *Zeb1* (an inhibitor and an inducer of EMT, respectively), and *Tbl1x* (a mediator of Wnt signaling). 

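*Klf4* (chromosome 4 from 55527143 to 55532466) was at 32.1 TPM in the AVC and 47.8 in the OFT, with none in the atria and the ventricles, at least 9.51-fold higher in the AVC and at least 14.2-fold higher in the OFT than in atria and ventricles (exact p 1.91e-11 and 1.40e-12). *Zeb1* (chromosome 18 from 5591860 to 5775467) was at 192 TPM in the AVC, 200.1 in the OFT, 12.0 in the atria and 7.81 in the ventricles, 19.2-fold higher and 20.0-fold higher (exact p 2.82e-07 and 2.16e-07). The *Zeb1* call in the AVC was lost with tags of the 3'-most site alone and tags of the 3'-most site with TMM normalization. This site held 7.24 TPM in the AVC, against 154.6 at site 6 from the 3' end. The *Zeb1* call in the OFT was lost with tags of the 3'-most site alone, and its direction was reversed with tags of the 3'-most site with TMM normalization. *Tbl1x* (chromosome X from 77511013 to 77662983) was at 209.5 TPM in the AVC, 222 in the OFT, 3.43 in the atria and 3.55 in the ventricles, 60.1-fold higher and 63.8-fold higher (exact p 7.36e-11 and 4.59e-11).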

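*Twist1* (chromosome 12 from 33957671 to 33959829) was at 918 (95% interval 894 to 942) TPM in the AVC, 299 in the OFT, 63.4 in the atria and 55.9 in the ventricles. It was 15.3-fold higher in the AVC (exact p 1.09e-06) and 4.99-fold higher in the OFT (exact p 0.00215). The *Twist1* call in the OFT was lost with a dispersion of 0.4 and tags of the 3'-most site with TMM normalization. Among the 121 transcription regulators of Table S5A, *Twist1* ranked 3 by TPM in the AVC. *Hmga2* ranked 1 at 1845 TPM and *Id2* (chromosome 12 from 25093799 to 25097140) ranked 2 at 1086. Ranks 4 and 5 were held by *Top2a* at 526 and by *Sox9*. *Hmga2* and *Top2a* are named here after their values were seen. The list was not narrowed to DNA-binding transcription factors, the class of the paper's statement on *Twist1*, so these ranks do not test that statement.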

Importantly, the bHLH transcription factor *Twist1* was the most highly-expressed, DNA-binding, transcription factor in the AVC at E10.5. As noted above, no AVC phenotype has been reported in the *Twist1* null mouse.

### *Twist1* Null AVC Shows Dramatic Gene Expression Changes

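The library of the *Twist1* null AVC was made from 8 AVCs at embryonic day 10.5 of a line kept on an ICR background, whereas the wild-type AVC came from C57BL/6J females. Genotype and strain cannot be told apart in this comparison, since each library differs in both. The deposited file holds 12977237 HQ tags of 79271 tag types, and the paper's total of all tags is 17262266. Of the HQ tags, 73.8% matched 1 gene in the sense direction and 12608 genes were found. A tag type with the smallest count stands for 0.462 TPM.
*Twist1* itself was at 4.55 (95% interval 3.46 to 5.87) TPM in the null library. This is 202-fold lower than in the wild-type AVC (exact p 2.61e-15), the smallest p of 7079 genes with a lower value in the null.
Over all genes the median log2 ratio of null to wild-type was -0.16, and TMM normalization moves every log2 ratio by 0.24. Within 1815 genes with several tag types, tags that start with T had a log2 ratio higher than the other tags of the same gene by a median of 1.50, and higher in 81.2% of these genes. In 4535 genes the ratios of the gene's most abundant pair of tag types pointed in opposite directions for 51.1%. For the ratio of the OFT to the AVC the share was 40.9%, with a median absolute log2 difference between the pair of 0.46 against 1.67.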

To study the role of TWIST1 in the context of AVC development, we analyzed the genetic changes in mice lacking a functional copy of the *Twist1* gene [25] by creating a Tag-seq library from E10.5 AVC. Comparison of the *Twist1* null and wild-type AVC libraries identified 283 genes significantly down-regulated (p-value<0.05) in the *Twist1* null AVC and 621 genes significantly up-regulated (Figure 2 and Table S6). 

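Of 12963 genes, 1648 were called lower in the null and 1539 higher. In simulations with an unchanged null library, a mean of 287 genes were called lower and 295 higher. A dispersion of 0.4 gave 306 lower and 506 higher, and one of 0.05 gave 3005 and 2443. Benjamini-Hochberg adjustment left 510 and 656.
The share of the calls that were higher depends on the scaling. It was 48.3% at the HQ totals, 61.4% with TMM normalization and 67.2% with the all-tag totals of Table 1. With TMM normalization 1213 genes were called lower and 1926 higher.
After *Twist1*, the smallest exact p among genes lower in the null belonged to *Slfn9* (chromosome 11 from 82978390 to 82991830), which had 23.2 TPM in the wild-type AVC and none in the null, at least 15.1-fold lower (exact p 6.07e-11). *Arhgap32* (chromosome 9 from 32116136 to 32268446) had 19.3 and none, at least 12.5-fold lower (exact p 2.67e-10), and *Tnni3k* (chromosome 3 from 154786291 to 155055407) 12.5 and none, at least 32.5-fold lower (exact p 7.84e-09).
Among genes higher in the null, *Mt2* was at 425 TPM, 69.9-fold higher (exact p 1.52e-11). The erythroid gene *Slc4a1* (chromosome 11 from 102348824 to 102366203) was at 24.6 TPM in the null and absent from the wild-type AVC, at least 14.9-fold higher (exact p 2.82e-10). *Arxes2* (chromosome X from 135993824 to 135995355) was at 65.8 against 1.32, 50.0-fold higher (exact p 2.41e-09). *Mogat2* (chromosome 7 from 99219084 to 99238619) and *Nprl2* (chromosome 9 from 107542226 to 107545706) had 17.2 and 16.3 TPM in the null and none in the wild-type AVC, at least 20.9-fold higher and at least 19.9-fold higher. For *Mt2*, *Slc4a1*, *Mogat2* and *Nprl2* the only tag type with at least 100 tags starts with T. Such tags were higher in the null within genes, so a part of these ratios may come from the tag. The main tags of *Arxes2*, *Slfn9*, *Arhgap32* and *Tnni3k* start with A or G.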

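Of the genes called lower in the null, 1240 were also called higher in the wild-type AVC than in atria and ventricles, which is 75.2%. The wild-type AVC library takes part in both comparisons, so chance counts in it raise this share. In 50 simulations in which only the null library was unchanged, the share was 59.8% on average (range 52.8 to 66.8). With no library changed it was 6.27% (range 3.37 to 9.25). The share was 51.8% with TMM normalization, from 628 genes, and 61.1% with a dispersion of 0.4, from 187.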

Of note, 119 (42.0%) of the genes down-regulated in the *Twist1* null AVC were also enriched in the wild-type AVC library. In contrast, only 7 genes (1.1%) up-regulated in the *Twist1* null AVC were enriched in the wild-type AVC library while 254 (40.9%) up-regulated genes were enriched in the atria and ventricles libraries (depleted in the wild-type AVC).

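Of the genes called higher in the null, 108 (7.02%) were called higher in the wild-type AVC than in atria and ventricles and 463 (30.1%) lower. With only the null library unchanged, the simulated shares were 17.3% (range 12.6 to 21.9) and 16.1% (range 12.0 to 22.3). With no library changed the second share was 26.6% (range 18.9 to 32.9), since the wild-type AVC is shared. With TMM normalization 5.14% of the genes higher in the null were AVC-enriched and 42.4% were depleted. The tag sequence offset left 307 genes higher in the null and depleted in the AVC. These were 25.9% of the genes higher in the null in that setting, and 9.44% were AVC-enriched.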

**Figure 2:**
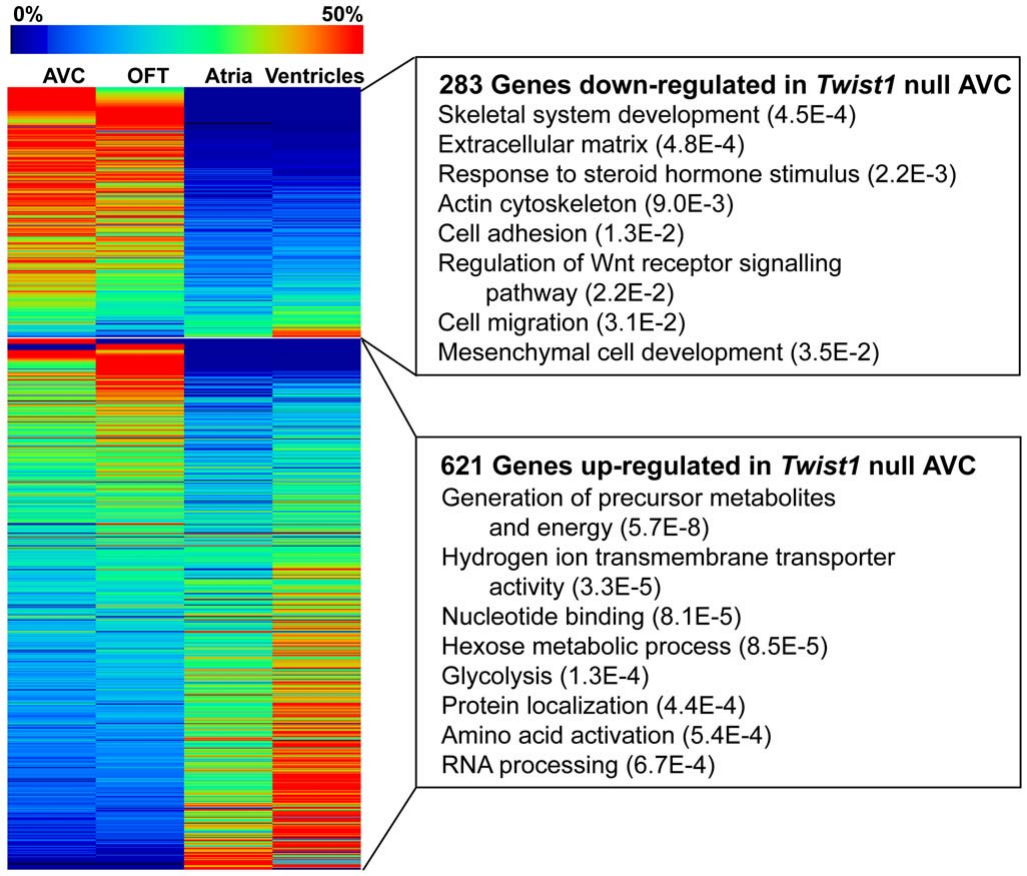
Altered gene expression in *Twist1* null AVC. Genes significantly down-regulated (p-value<0.05) in the *Twist1* null AVC are enriched in the wild-type AVC and OFT, while genes up-regulated in *Twist1* null AVC tend to be enriched in the atria and ventricles. Expression of all tag-types mapping in the sense direction to the same RefSeq gene were pooled and all tag counts were normalized as tags per million reads sequenced. Expression fold changes (enrichment) and associated p-values were calculated by doing an exact test using edgeR. Select enriched Gene Ontology (GO) categories are shown with Fisher Exact Test p-values in parentheses. See Table S7 for complete GO results.

We used Gene Ontology (GO) to further analyze the genes down-regulated in the *Twist1* null heart (Table 3, Figure 2 and Table S7). Consistent with a proposed role of TWIST1 in ECM remodeling [24], genes down-regulated in the *Twist1* null AVC were significantly enriched for ECM proteins (p-value = 4.8E-4), such as *Col3a1*, *Col6a2* and *Decorin*. Some of these genes, such as *Col1a1*, *Mgp, Papss2* and *Biglycan*, are also involved in skeletal system development (also an enriched GO category, p-value = 4.5E−4), which is consistent with the known role of TWIST1 in controlling differentiation of bone and cartilage [44], [45].Most of these genes were also enriched in the wild-type AVC libraries. 

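The extracellular matrix genes of Table S7A were picked by the paper from these libraries. All 14 were lower in the null, all of them called, and their median log2 ratio was -2.73, or -2.74 with genes absent from a library at their bound. None of 10000 random lists matched on expression had a median as low, and 95% of these lists lay between -0.84 and 0.52, which describes this pair of libraries. With the tag sequence offset 12 were called and the median was -2.23. For *Sparc*, named after its values were seen, the main tag fell from 556 to 129 TPM. A tag that differs from it by A15G, counted from 1 at the first base after the NlaIII site, was found in the null alone at 921 TPM and matches no gene here.
*Col3a1* (chromosome 1 from 45311538 to 45349706) was at 207 TPM in the null against 1439 in the wild-type AVC, 6.97-fold lower (exact p 2.62e-04). The call of *Col3a1* was lost with a dispersion of 0.4. *Col6a2* (chromosome 10 from 76595762 to 76623630) was at 2.85 TPM in the null against 18.4 in the wild-type AVC, 6.47-fold lower (exact p 0.00102). The call of *Col6a2* was lost with a dispersion of 0.4 and the OFT as the comparison library. *Dcn* (chromosome 10 from 97479609 to 97518143) was at 4.70 TPM in the null against 60.4 in the wild-type AVC, 12.8-fold lower (exact p 6.95e-06). *Dcn* was not called in the AVC comparison with atria and ventricles, where it was 1.79-fold higher (exact p 0.253).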

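Of the 13 skeletal system development genes of Table S7A, also picked from these libraries, 12 were lower in the null and 11 were called. Their median log2 ratio was -2.18, against -0.91 to 0.63 in 95% of the matched random lists. With the tag sequence offset the median was -1.34 and 6 were called. In the wild-type AVC 10 of these genes were called higher than in atria and ventricles and 1 lower, and of the extracellular matrix genes 11 were called higher.
*Col1a1* (chromosome 11 from 94936224 to 94953042) was at 28.7 TPM in the null against 162 in the wild-type AVC, 5.64-fold lower (exact p 0.00107). The call of *Col1a1* was lost with a dispersion of 0.4 and tags of the 3'-most site alone, and its direction was reversed with tags of the 3'-most site with TMM normalization. *Mgp* (chromosome 6 from 136872435 to 136875823) had 12.3 TPM in the wild-type AVC and none in the null, at least 32.0-fold lower (exact p 8.40e-09). *Papss2* (chromosome 19 from 32595790 to 32667187) was at 12.0 TPM in the null against 219 in the wild-type AVC, 18.2-fold lower (exact p 3.70e-07). *Bgn* (chromosome X from 73483602 to 73495933) was at 4.55 TPM in the null against 49.4 in the wild-type AVC, 10.9-fold lower (exact p 2.46e-05).
Against atria and ventricles, the wild-type AVC was 6.66-fold higher for *Col1a1* and 5.78-fold higher for *Mgp* (exact p 3.96e-04 and 0.00256). It was at least 64.9-fold higher for *Papss2* and at least 11.0-fold higher for *Bgn* (exact p 2.98e-18 and 6.02e-13). The *Mgp* call in the AVC held in 19 of 25 alternative settings and was lost with others, among them TMM normalization. The *Col1a1* call in the AVC was lost with a dispersion of 0.4, tags of the 3'-most site alone and the tag sequence offset with TMM normalization, and its direction was reversed with tags of the 3'-most site with TMM normalization.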

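In the null library *Postn* was at 29.0 (95% interval 26.1 to 32.1) TPM, 4.99-fold lower than in the wild-type AVC (exact p 0.00225). The call of *Postn* was lost with a dispersion of 0.4. The log2 ratio was -2.08 with TMM normalization and -2.31 with the tag sequence offset.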

*Periostin*, another ECM protein and a proposed direct target of TWIST1 in osteoblasts [46], was also reduced significantly in the *Twist1* null AVC (4.2 fold-change, p-value = 1.1E−2). Other targets of TWIST1 suggested in chick endocardial cushion cells [23], *Cdh11, Mmp2* and *Tbx20,* showed decreased expression levels in the *Twist1* null library but the reductions were not significant (Table 3). This suggests that TWIST1 may not be a major regulator of these genes in the mouse AVC and more likely acts as a modulator in combination with other AVC-specific transcription factors.

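*Cdh11* (chromosome 8 from 102632095 to 102785642) was at 36.8 TPM in the null against 65.2 in the wild-type AVC, 1.77-fold lower (exact p 0.259). It was not called, but was with tags of the 3'-most site alone, tags of the 3'-most site with TMM normalization, the tag sequence offset and the tag sequence offset with TMM normalization. *Mmp2* (chromosome 8 from 92827291 to 92853420) was at 106 TPM in the null against 195 in the wild-type AVC, 1.83-fold lower (exact p 0.229). *Tbx20* (chromosome 9 from 24718138 to 24774303) was at 239 TPM in the null against 338 in the wild-type AVC, 1.41-fold lower (exact p 0.491). Neither *Mmp2* nor *Tbx20* was called in any alternative setting. The *Tbx20* value sums tag types that went in opposite directions. Of its 12 tag types with at least 100 tags over the libraries, 6 were higher in the null and 6 lower. The most abundant of them fell from 227 TPM in the wild-type AVC to 42.0 in the null, so the lower sum rests on this tag.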

**Table 3:** Selected gene expression changes in *Twist1* null AVC.

							*Twist1* over WT AVC	
Gene symbol	RefSeq accession	AVC	OFT	Atria	Ventricles	*Twist1* ^−/−^	Fold Change	P-Value
**A. Genes down-regulated in ** ***Twist1*** ** null AVC**								
**Transcriptional regulators**								
*Twist1*	NM_011658	918.0	299.1	63.4	55.9	4.6	0.006	8.49E-13
*Snai1*	NM_011427	43.5	18.4	2.1	1.4	4.8	0.137	2.92E-03
*Sox9*	NM_011448	514.4	376.7	4.1	4.3	113.5	0.263	1.09E-02
*Klf4*	NM_010637	32.1	47.8	0.0	0.0	4.5	0.174	1.22E-02
*Sox4*	NM_009238	98.8	86.5	0.0	0.0	19.6	0.238	1.32E-02
*Sox13*	NM_011439	27.0	29.6	0.0	1.4	3.9	0.180	1.50E-02
*Klf7*	NM_033563	13.7	17.3	0.0	0.0	1.5	0.147	4.80E-02
**ECM components**								
*Dcn*	NM_007833	60.4	41.8	33.6	33.9	4.7	0.097	4.42E-04
*Col3a1*	NM_009930	1442.0	2334.3	94.9	108.7	206.9	0.171	8.77E-04
*Bgn*	NM_007542	49.4	36.9	0.0	0.0	4.6	0.116	1.37E-03
*Tnc*	NM_011607	47.7	523.1	3.6	0.0	4.9	0.127	3.25E-03
*Col1a1*	NM_007742	160.2	204.2	24.9	19.7	26.2	0.196	3.79E-03
*Col1a2*	NM_007743	234.7	239.1	126.4	111.1	48.0	0.244	9.51E-03
*Col6a2*	NM_146007	18.4	8.4	4.9	1.7	2.9	0.199	3.79E-02
**Bone, cartilage and tendon development**								
*Papss2*	NM_011864	218.9	115.5	0.0	0.0	12.0	0.066	7.42E-06
*Mgp*	NM_008597	12.3	1.9	2.6	1.7	0.0	0.022	7.80E-03
*Bmp2*	NM_007553	219.6	27.1	4.5	0.0	51.2	0.278	1.70E-02
*Bmp1*	NM_009755	57.8	63.2	5.1	2.1	14.7	0.306	4.52E-02
**Cell migration**								
*Tns1*	NM_027884	56.1	30.1	0.0	0.0	9.5	0.205	1.25E-02
*Kitl*	NM_013598	121.3	160.0	1.5	1.7	27.4	0.270	1.90E-02
*Efnb1*	NM_010110	74.1	73.1	9.4	3.3	15.9	0.258	2.33E-02
*Nrg1*	NM_178591	7.9	16.3	0.0	0.0	0.0	0.033	3.91E-02
**Apoptosis**								
*Daxx*	NM_007829	63.1	126.9	11.6	4.5	9.8	0.188	7.25E-03
*Tnfrsf12a*	NM_013749	12.5	17.3	0.0	0.0	1.2	0.133	2.45E-02
*Ccar1*	NM_009810	195.4	171.4	7.9	7.3	57.4	0.350	5.00E-02
**Other: Validated by ChIP**								
*Tpm4*	NM_001001491	45.5	57.9	0.0	0.0	5.1	0.138	4.14E-03
*Dagla*	NM_198114	13.2	4.8	1.3	0.0	1.2	0.126	2.45E-02
*9030425E11Rik*	NM_133733	16.3	9.1	0.0	0.0	1.9	0.153	2.83E-02
*Tdrd7*	NM_146142	53.8	37.2	20.6	31.0	6.0	0.137	2.83E-03
*Ror2*	NM_013846	46.2	17.1	13.3	20.6	7.3	0.193	9.90E-03
*4930402H24Rik*	NM_029432	19.1	18.4	1.7	3.6	2.5	0.168	3.03E-02
*Chd9*	NM_177224	29.8	14.4	6.2	3.6	5.9	0.242	5.04E-02
*Iffo2*	NM_183148	11.5	12.5	2.4	2.4	2.2	0.245	8.41E-02
*Nin*	NM_008697	9.4	4.6	1.9	6.6	1.6	0.225	1.52E-01
*Tgfbi*	NM_009369	3.5	9.7	0.0	0.0	0.0	0.072	2.92E-01
*Glrb*	NM_010298	4.4	2.3	3.9	5.9	0.6	0.211	4.40E-01
*Eif3h*	NM_080635	4.1	1.7	0.0	0.0	0.6	0.225	4.40E-01
**B. Genes up-regulated in ** ***Twist1*** ** null AVC**								
*Gatsl2*	NM_030719	0.0	2.3	0.0	0.0	6.7	30.338	3.91E-02
*Wdr75*	NM_028599	5.8	20.3	12.0	15.4	74.1	14.561	4.39E-05
*Sik1*	NM_010831	6.6	16.1	10.7	17.5	61.6	10.702	2.94E-04
*Abra*	NM_175456	1.0	11.4	0.0	2.4	8.5	8.164	6.59E-02
*Tpcn1*	NM_145853	15.6	19.1	1.9	2.1	79.1	5.945	2.42E-03
**C. Putative TWIST1 targets from literature (as identified in chick endocardial cushions** [23]								
*Postn*	NM_015784	144.1	138.6	52.5	32.9	29.0	0.241	1.07E-02
*Mmp2*	NM_008610	194.2	237.2	26.8	29.6	105.8	0.648	4.03E-01
*Cdh11*	NM_009866	55.1	33.4	31.1	35.7	33.7	0.729	5.84E-01
*Tbx20 variant 1*	NM_194263	51.7	40.1	1.5	0.0	43.3	0.996	1.00E+00
*Tbx20 variant 2*	NM_020496	14.5	14.8	1.3	2.1	9.0	0.743061	7.90E-01

A critical step in EMT is the acquisition of an invasive phenotype by the newly formed mesenchyme cells. Consistent with a role of TWIST1 in controlling the invasion and cell migration phenotype following initial transformation, genes down-regulated in the *Twist1* null AVC included kit ligand *(Kitl)*, the focal adhesion protein *Tns1,* and the ErbB2/3 ligand *Nrg1*. 

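*Kitl* (chromosome 10 from 100015630 to 100100416) was at 27.4 TPM in the null against 122 in the wild-type AVC, 4.45-fold lower (exact p 0.00430). The call of *Kitl* was lost with a dispersion of 0.4, the tag sequence offset and the tag sequence offset with TMM normalization. *Tns1* (chromosome 1 from 73910231 to 74124449) was at 10.2 TPM in the null against 57.1 in the wild-type AVC, 5.57-fold lower (exact p 0.00130). The call of *Tns1* was lost with a dispersion of 0.4. *Nrg1* (chromosome 8 from 31814551 to 32884029) was at 2.54 TPM in the null against 13.7 in the wild-type AVC, 5.37-fold lower (exact p 0.00306). The call of *Nrg1* was lost with a dispersion of 0.4, TPM used as counts, TPM used as counts with TMM normalization and the tag sequence offset with TMM normalization. In the wild-type AVC *Kitl* was 77.2-fold higher than in atria and ventricles (exact p 3.16e-11). *Tns1* and *Nrg1* were absent from atria and ventricles and were at least 7.25-fold higher and at least 4.05-fold higher in the AVC (exact p 1.84e-13 and 1.39e-08).
The 9 cell migration genes of Table S7A, which the paper picked from these libraries and which include the targeted gene *Twist1*, were all called lower in the null, with a median log2 ratio of -2.41. The tag sequence offset left 6 called and a median of -1.60.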

During metastatic progression, TWIST1 is thought to prevent the death of newly transformed cells by inhibiting apoptosis [47], [48]. In addition to their role in cell migration, *Kitl* and *Nrg1* are negative regulators of apoptosis. Other regulators of apoptosis down-regulated in the *Twist1* null AVC library include *Daxx*, *Ccar1*, and the tumor necrosis factor receptor superfamily, member 12A (*Tnfrsf12a*).

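*Daxx* (chromosome 17 from 33909414 to 33915590) was at 9.79 TPM in the null against 63.0 in the wild-type AVC, 6.44-fold lower (exact p 5.48e-04). The call of *Daxx* was lost with a dispersion of 0.4. *Ccar1* (chromosome 10 from 62743928 to 62792286) was at 36.5 TPM in the null against 124 in the wild-type AVC, 3.40-fold lower (exact p 0.0178). The call of *Ccar1* held in 16 of 23 alternative settings and was lost with others, among them the all-tag totals of Table 1. From all GENCODE transcripts its log2 ratio was -1.75. *Tnfrsf12a* (chromosome 17 from 23675445 to 23677468) was at 1.23 TPM in the null against 12.5 in the wild-type AVC, 10.2-fold lower (exact p 1.16e-04).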

Interestingly, several noteworthy transcription factors are down-regulated in the *Twist1* null AVC, suggesting that TWIST1 is acting as part of a transcriptional network. 

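*Sox9* was at 114 (95% interval 108 to 119.5) TPM in the null, 4.53-fold lower than in the wild-type AVC (exact p 0.00366). The call of *Sox9* was lost with a dispersion of 0.4. *Sox4* was at 309.8 (95% interval 300.3 to 319.5) TPM in the null, 1.12-fold lower (exact p 0.825), and was called in none of the alternative settings. This value sums tag types that went in opposite directions. Of the 8 tag types of *Sox4* with at least 100 tags over the libraries, 4 were higher in the null and 4 lower. Examples chosen after their values were seen are a tag that fell from 55.6 TPM in the wild-type AVC to 2.16 in the null and another that rose from 6.58 to 29.7. *Sox13* (chromosome 1 from 133382303 to 133424377) was at 3.93 TPM in the null against 27.0 in the wild-type AVC, 6.87-fold lower (exact p 5.13e-04). The call of *Sox13* was lost with a dispersion of 0.4 and the tag sequence offset with TMM normalization. In the wild-type AVC *Sox13* was 40.0-fold higher than in atria and ventricles (exact p 7.75e-08).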

Three members of the SRY family of transcription factors, *Sox9, Sox4* and *Sox13,* are both down-regulated in the *Twist1* null library and enriched in the AVC. 

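*Snai1* (chromosome 2 from 167538195 to 167542814) was at 4.78 TPM in the null against 43.5 in the wild-type AVC, 9.10-fold lower (exact p 8.02e-05). *Klf4* was at 4.55 TPM in the null, 7.06-fold lower (exact p 4.25e-04). The call of *Klf4* was lost with a dispersion of 0.4. *Klf7* (chromosome 1 from 64029447 to 64122282) was at 9.94 TPM in the null against 49.2 in the wild-type AVC, 4.95-fold lower (exact p 0.00275). The call of *Klf7* was lost with a dispersion of 0.4 and tags of the 3'-most site with TMM normalization.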

Zinc finger transcription factors, including *Snai1* and two members of Kruppel-like factor family (*Klf4* and *Klf7*), were also down-regulated. *Twist1* and *Snai1* are commonly over-expressed in tissues undergoing EMT, have been shown to have genetic interactions in regulating gene expression of ECM proteins (e.g. [49], [50]), and their combined mutation enhances abnormal cranial suture fusion [51].

Of the 621 genes that were up-regulated in the *Twist1* null AVC, GO analysis indicated that many are involved in metabolism and energy production. These included genes critical in the electron transport chain and many of the essential enzymes in glycolysis (Table S7B).

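Table S7B lists genes of precursor metabolite and energy generation that the paper picked from these libraries. Of the 27 genes, 26 were higher in the null and 22 were called. Their median log2 ratio was 1.92, above each of 10000 matched random lists, of which 95% lay between -0.66 and 0.40. With TMM normalization 26 were called. Under the tag sequence offset 22 were higher, 8 were called higher and 1 lower, and the median was 0.83, against -0.41 to 0.35 in the random lists under the same offset.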

To verify the quality of our expression results, and to study the regional distribution of genes up- and down-regulated in the *Twist1* null AVC, we examined the expression of selected genes by *in situ* hybridization analysis (Figure 3). Although the expression domains of the genes were preserved, we found that the ECM molecules *Periostin* and *Biglycan* showed a marked drop in expression in the AVC mesenchymal compartment in the *Twist1* null embryos. By Tag-seq analysis the normalized fold-changes were established as 4.2 and 8.6-fold lower in the null AVC respectively. Similarly, the RIKEN gene 9030425E11 (a putative orthologue of the tight junction protein *CLMP*) was 6.5-fold down-regulated in the *Twist1* null AVC. 

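From the tags of the 3'-most site alone, the log2 ratio of null to wild-type AVC was -2.30 for *Postn* and -3.04 for *Bgn*. With the OFT as the comparison library it was -2.28 and -3.01. *Bgn* had no tags in atria and ventricles and 36.8 TPM in the OFT.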

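The RIKEN gene is named *Clmp* in the annotation (chromosome 9 from 40685962 to 40785319). It was at 2.31 (95% interval 1.56 to 3.30) TPM in the null against 33.9 in the wild-type AVC, 14.7-fold lower (exact p 5.09e-06). With the tag sequence offset its log2 ratio was -3.07. In the OFT *Clmp* was at 16.3 TPM and in the ventricles at 1.66, with none in the atria.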

The WD repeat containing gene *Wdr75* was up-regulated in the null AVC as predicted by our Tag-seq data (fold-change of 14.6). In contrast, *Tbx20,* which showed very little expression change in the *Twist1* null AVC Tag-seq library (no fold change in transcript variant 1 and 1.3 down-regulation in transcript variant 2), had no detectable change in gene expression by *in situ* hybridization.

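*Wdr75* (chromosome 1 from 45795166 to 45823619) was at 74.0 (95% interval 69.4 to 78.9) TPM in the null and 5.76 (95% interval 4.01 to 8.01) in the wild-type AVC, 12.8-fold higher in the null (exact p 7.42e-06). The call of *Wdr75* was lost with the tag sequence offset. In that setting the log2 ratio was 1.38. Elsewhere in the heart it was at 20.3 TPM in the OFT, 12.0 in the atria and 15.4 in the ventricles.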

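Summed over its transcripts, *Tbx20* had a log2 ratio of null to wild-type AVC of -0.26 with TMM normalization and -0.68 from tags of the 3'-most site alone. It was at 297 TPM in the OFT, 68.6 in the atria and 100.1 in the ventricles.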

**Figure 3:**
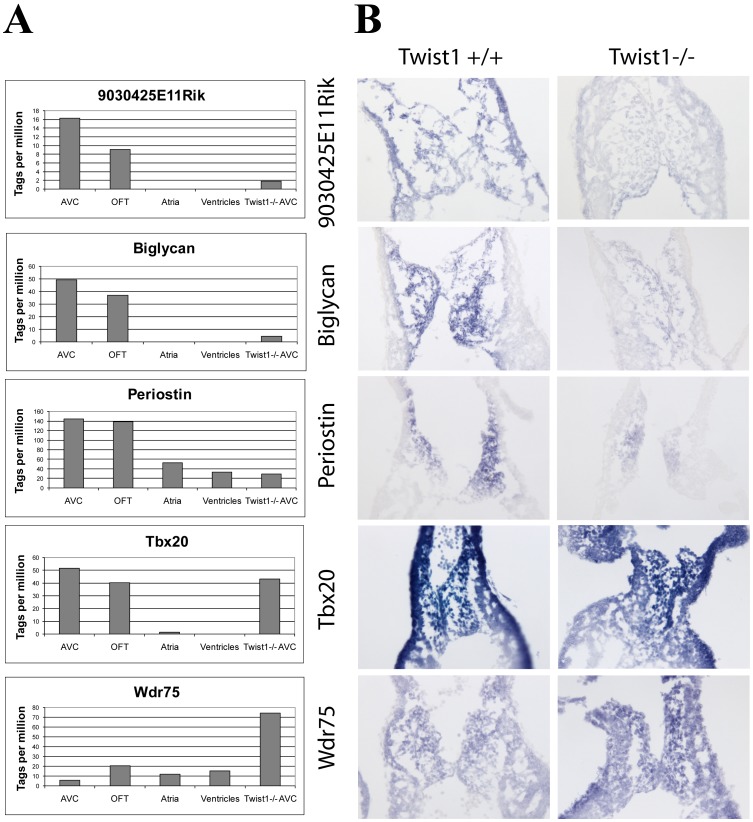
Regulation of AVC gene expression by TWIST1. A. Gene expression changes in *Twist1* null AVC by Tag-seq. Expression of all tag-types mapping in the sense direction to the same RefSeq gene were pooled and all tag counts were normalized as tags per million reads sequenced. Expression of *9030425E11Rik*, *Biglycan*, and *Periostin* are down-regulated in *Twist1* null AVC. *Wdr75* expression is up-regulated in *Twist1* null AVC, while *Tbx20* expression is not significantly changed. B. Gene expression changes in *Twist1* null AVC are confirmed by *in situ* hybridization.

Overall, our gene expression analysis indicates that TWIST1 activity is necessary to establish proper AVC gene expression following EMT.

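Of the genes that Table 3 lists as lower in the null under a function, the targeted gene *Twist1* among them, 24 of 25 were called lower, and 20 with the tag sequence offset. Of those listed as lower under its heading for ChIP, 10 of 12 were called lower and 1 had a higher value. With TMM normalization 8 were called lower. The tag sequence offset left 8 called lower and 1 called higher, *Eif3h*. Of those listed as higher, 3 of 5 were called higher, and 1 with the offset. Of the 4 genes listed from earlier work, 1 was called lower. Table 3 was drawn up from these libraries.
A list of 18 cushion mesenchyme genes without *Twist1* had a median log2 ratio of -1.20. Of the matched random lists, 95% lay between -0.74 and 0.44. Of these genes 17 were lower in the null and 9 were called. All 18 have tags in the wild-type AVC, and 11 are in Table S4, 7 in Table S6A and 9 in Table 3. With the tag sequence offset the median was -1.60 and 10 were called.
From its gene expression analysis, the paper proposes that TWIST1 activity is necessary to establish proper AVC gene expression following EMT.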

### TWIST1 Directly Regulates AVC Gene Expression

Typically, dimerization of TWIST1 with a ubiquitously expressed bHLH factor (E-protein, such as E12) ensures the DNA-binding domain binds an E-box sequence (3′CANNTG5’) [52]. DNA binding usually leads to the activation of gene expression; however, TWIST1 can also act as a negative regulator of gene expression by direct interaction with the basic domain of other bHLHs or by sequestering E-proteins [53], [54]. To test whether the gene expression changes observed in the *Twist1* null AVC were a result of direct binding of TWIST1 to DNA, we performed chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq) using anti-TWIST1 antibodies on E10.5 heart tissue. The resulting sequence reads were aligned to the mouse genome to create peaks that identify regions of TWIST1 binding activity, which were compared with peaks generated from an input DNA control from the same tissue (Figure 4). The 9038 (height 10 or greater) TWIST1 ChIP-seq peaks that were absent from the control library were assigned to 9745 different genes using GREAT (great.stanford.edu/). Due to the complexity of the library, in this study, we limited our analysis to peaks with a height of 30 or greater that were associated with genes expressed in the AVC. This focused our analysis on 520 peaks associated with 647 genes. 57 of these genes with high confidence TWIST1 binding sites were differentially expressed in the *Twist1* null AVC by Tag-seq (26 were down-regulated, 31 were up-regulated; p-value<0.05; Table S8).

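The ChIP-seq reads and peaks were not analysed here. Table S8 lists 57 genes, which the paper selected on these libraries and on binding, and all of them matched a gene with tags. Of the 26 listed as down-regulated, which include *Twist1*, 24 were called lower in the null, and of the 31 listed as up-regulated 26 were called higher. With a dispersion of 0.4 the counts were 5 and 2, and with the tag sequence offset 18 and 6.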

**Figure 4:**
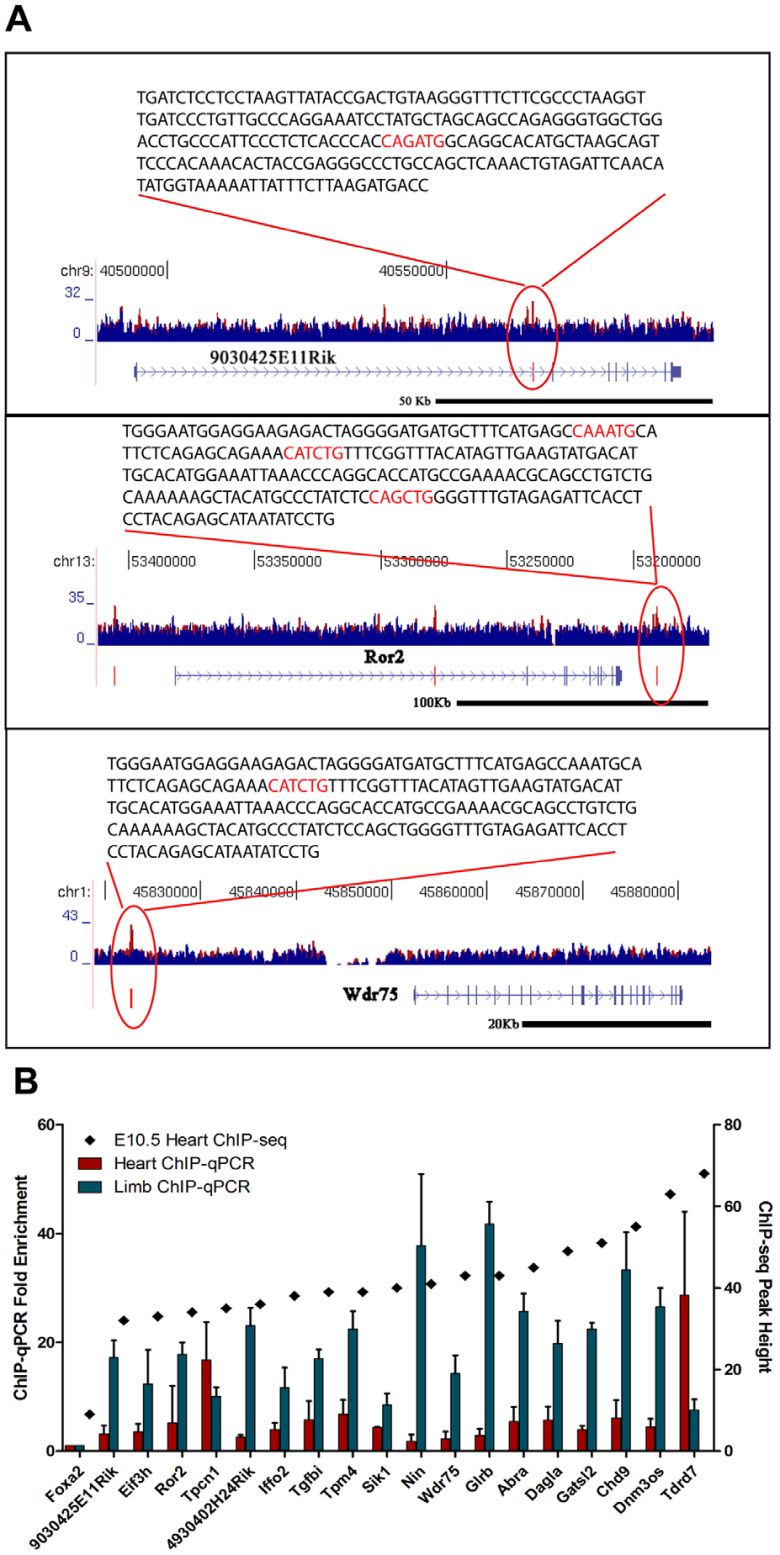
TWIST1 regulates AVC expression by directly binding to DNA. A. Genomic location of ChIP-seq peaks showing TWIST1 binding sites. ChIP-seq results for TWIST1 (red) and input DNA control (blue) are shown over a selected genomic window. The location of the E-box sequence within the ChIP-seq peak is highlighted. B. TWIST1 binding was confirmed by ChIP-qPCR using primers in Table S1. Enrichment was calculated as 2 to the power of the cycle threshold (cT) difference between the IgG immunoprecipitated sample and the TWIST1 immunoprecipitated sample. *DNM3os* was used as a positive control and a region of the *Foxa2* promoter sequence as a negative control for TWIST1 binding. All enrichment values were normalized to the negative control to account for variability between ChIPs. The mean and standard deviation of the enrichment from three ChIP replicates are shown with the height of the peak established by ChIP-seq.

These novel putative targets of TWIST1 represented a variety of functions critical for cell differentiation. For example, the TWIST1 target *Chd9* is a chromatin modifier and a regulator of transcription, while *Eif3h* is an elongation factor involved in gene translation. 

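*Chd9* (chromosome 8 from 90828352 to 91054516) was at 5.86 TPM in the null against 29.8 in the wild-type AVC, 5.09-fold lower (exact p 0.00259). The call of *Chd9* was lost with a dispersion of 0.4 and the OFT as the comparison library. *Eif3h* (chromosome 15 from 51786558 to 51865523) was at 107 TPM in the null against 139 in the wild-type AVC, 1.29-fold lower (exact p 0.606). *Eif3h* was not called, although it was with all GENCODE transcripts, where its log2 ratio was -2.71. In the other direction, *Eif3h* was called higher with the tag sequence offset, at 1.49, and with this offset and TMM normalization, at 1.73. Its levels in the other regions were 132 TPM in the OFT, 126 in the atria and 153 in the ventricles.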

*Dagla* is a diacylglycerol lipase involved in neuronal cell proliferation and function. 

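*Dagla* (chromosome 19 from 10245265 to 10304877) was at 1.23 TPM in the null against 13.2 in the wild-type AVC, 10.7-fold lower (exact p 8.70e-05). The call of *Dagla* was lost with the tag sequence offset with TMM normalization. Against atria and ventricles *Dagla* was 19.5-fold higher in the wild-type AVC (exact p 1.41e-05). The *Dagla* call in the AVC was lost with the tag sequence offset with TMM normalization.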

Finally, *Iffo2* is an intermediate filament and *Tgfbi* is an ECM component and modifier that causes a postnatal growth defect and increased frequency of tumors when mutated in mice. 

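*Iffo2* (chromosome 4 from 139530548 to 139620382) was at 5.78 TPM in the null against 18.6 in the wild-type AVC, 3.22-fold lower (exact p 0.0302). The call of *Iffo2* held in 13 of 23 alternative settings and was lost with others, among them TMM normalization. With all GENCODE transcripts the log2 ratio was -2.41. *Tgfbi* (chromosome 13 from 56609523 to 56639562) was at 14.1 TPM in the null against 116 in the wild-type AVC, 8.26-fold lower (exact p 9.93e-05). Its log2 ratio was -3.61 with the tag sequence offset.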

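*Tpcn1* (chromosome 5 from 120534153 to 120588673) was at 79.1 TPM in the null against 15.6 in the wild-type AVC, 5.06-fold higher (exact p 0.00233). The call of *Tpcn1* was lost with a dispersion of 0.4, the tag sequence offset and the tag sequence offset with TMM normalization. *Abra* (chromosome 15 from 41864076 to 41869720) was at 12.0 TPM in the null against 5.27 in the wild-type AVC, 2.28-fold higher (exact p 0.129). *Abra* was not called, but was with a dispersion of 0.05, tags of the 3'-most site alone and tags of the 3'-most site with TMM normalization. *Sik1* (chromosome 17 from 31844250 to 31855804) was at 61.6 TPM in the null against 6.58 in the wild-type AVC, 9.36-fold higher (exact p 6.73e-05). The gene listed as *Gatsl2* is *Castor2* in the annotation (chromosome 5 from 134099711 to 134144343). It was at 32.1 TPM in the null against 23.9, 1.35-fold higher (exact p 0.565), and was called only with the tag sequence offset with TMM normalization. For *Wdr75* the log2 ratio was 1.86 with the OFT as the comparison library.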

Up-regulated genes bound by TWIST1 included the two pore channel *Tpcn1*; the Rho activating protein, *Abra,* which has been implicated in cardiac hypertrophy [55]; the kinase *Sik1;* and the uncharacterized genes *Gatsl2* and *Wdr75*.

To confirm our ChIP-seq results, we performed ChIP-qPCR validation on 17 novel TWIST1 binding sites using primers within the ChIP-seq peak regions. We used the known TWIST1 target *DNM3os* as a positive control (Figure 4B) [56] and the promoter region of *Foxa2* as a negative control. We found ChIP-qPCR enrichment for all novel TWIST1 bound regions analyzed as compared to the negative control. Significantly, our novel TWIST1 targets identified in the embryonic heart were also bound by TWIST1 in the developing limb suggesting that they are bound by TWIST1 in several cellular contexts. Taken together these results suggest that TWIST1 plays a critical role in endocardial cushion development, by directly regulating spatially and temporally restricted gene expression.

## Discussion

We have used a combination of Tag-seq and ChIP-seq to examine the *in vivo* functions of TWIST1 in the E10.5 developing mouse heart valves. By comparing genome-wide analysis of gene expression changes in the *Twist1* null AVC with spatial expression data in the E10.5 heart, we identified dramatic changes that occur in the AVC in the absence of TWIST1. Furthermore, using ChIP *in vivo* in the E10.5 heart, we identified 17 novel direct target genes of TWIST1 with expression changes in the *Twist1* mutant embryos.

### Identification of AVC- and OFT-enriched Genes

In this study, we describe the generation and analysis of five Tag-seq libraries from the atria, ventricles, OFT, and wild-type and *Twist1* null AVCs of the developing E10.5 mouse heart. These Tag-seq libraries were sequenced to a depth of over 7 million tags per library. Using these Tag-seq libraries we identified 725 genes enriched in both the AVC and OFT, which included 123 transcriptional regulators. The majority of AVC-enriched genes overlapped with the OFT-enriched genes, highlighting the shared mechanisms underlying the development of the valves in these two regions. However, there were some notable exceptions of genes enriched in the OFT but not the AVC, and vice versa, indicative of gene expression differences underlying unique AVC and OFT developmental processes. 

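The share of AVC-enriched genes that were also OFT-enriched was 76.4% with TMM normalization, 74.2% with GC correction and 74.0% with the tag sequence offset. The lowest share in any setting was 72.5%. When the OFT and AVC libraries were compared with each other, 655 genes were called higher in the OFT and 922 higher in the AVC. Between the atria and the ventricles, 967 genes were called higher in the atria and 1189 in the ventricles. From the overlap of the enriched genes, the paper reasons that the development of the valves in the AVC and the OFT rests on shared mechanisms.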

Although both the AVC and OFT form valves to control blood flow, the OFT is also critical in the formation of the main arteries leaving the left ventricle. Accordingly, Gene Ontology categorization identified vasculature development as enriched in the genes specific to the OFT and not the AVC. Similarly, enrichment of the category of neural crest cell differentiation highlights the role that neural crest cells play in the development of this tissue. 

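The vasculature development genes of Table S5C were taken by the paper from its OFT-enriched list. All 14 were called higher in the OFT than in atria and ventricles, with a median log2 ratio of 3.63, and 13 were called in the AVC, with a median of 2.61. Among matched random lists the medians lay at percentile 99.96 in the OFT and 98.6 in the AVC. The tag sequence offset left 13 called in the OFT, with a median of 3.21, and 8 in the AVC, with a median of 2.09. The difference between the regions was not tested.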

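Table S5C holds 4 neural crest cell differentiation genes. In the OFT 4 were called higher, with a median log2 ratio of 3.05 at percentile 98.3 of the random lists. In the AVC 2 were called, with a median of 1.94 at percentile 86.3.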

Interestingly, the AVC was significantly enriched for genes involved in calcium ion homeostasis, whereas the OFT was not. 

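Of the 6 calcium ion homeostasis genes of Table S5B, which came from the paper's AVC-enriched list, 6 were called higher in the AVC and 5 in the OFT. Their median log2 ratio was 3.92 in the AVC, at percentile 99.5 of the random lists, and 2.48 in the OFT, at percentile 94.1.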

The gene expression differences between the AVC and OFT could also reflect differences in timing of cushion formation, the cells populating these regions, or the cardiogenic lineage giving rise to them. For example, the most differentially expressed gene in the OFT was *Isl1*, a marker of the secondary heart field that contributes cells to the OFT and right ventricle [57], while the most highly AVC-specific gene was *Galanin*, a neuropeptide known to be expressed in the AVC before becoming restricted to AV-node and AV-rings [58].

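*Isl1* (chromosome 13 from 116298281 to 116309689) was at 72.9 (95% interval 65.8 to 80.6) TPM in the OFT, 2.30 in the AVC and 1.50 in the atria, with none in the ventricles. It was 92.6-fold higher in the OFT (exact p 5.87e-11). By exact p it ranked 85 of 8879 genes with a higher value in the OFT, and 1 of the 895 genes called in the OFT and not in the AVC. In the AVC it was 2.93-fold higher and not called (exact p 0.170), but it was called with ventricles alone. It was called lower with tags of the 3'-most site with TMM normalization.
*Gal* ranked 47 of 9283 genes with a higher value in the AVC, and 1 of the 1266 genes called in the AVC and not in the OFT. The OFT genes with the smallest p were *Calr*, *Ogfr*, *Srrm2*, *Mmp14* and *Vasp*, and the AVC genes with the smallest p were *Calr*, *Papss2*, *Srrm2*, *Cacna2d2* and *Mmp14*.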

The Wnt, TGFβ and Notch pathways have been shown to be critically involved in controlling endocardial cushion EMT and their activity must be tightly regulated [1], [10]. Modulators of these pathways were represented in our AVC- and OFT-enriched gene list (Table 2). 

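*Csnk1e* (chromosome 15 from 79417856 to 79455566) was at 46.9 TPM in the AVC and 37.8 in the OFT, with none in the atria and the ventricles, at least 6.95-fold higher in the AVC and at least 8.40-fold higher in the OFT (exact p 9.08e-13 and 9.38e-12). *Rspo3* (chromosome 10 from 29452416 to 29535867) was at 56.3 TPM in the AVC, 61.9 in the OFT and 1.71 in the atria, with none in the ventricles, 62.6-fold higher in the AVC and 68.8-fold higher in the OFT (exact p 6.01e-10 and 5.07e-10).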

*Csnk1e*, a casein kinase responsible for DISHEVELLED phosphorylation, and *Rspo3*, an inhibitor of Wnt receptor internalization, control β-CATENIN dependent transcriptional activation. 

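*Bmper* (chromosome 9 from 23223076 to 23485200) was at 173 TPM in the AVC, 304 in the OFT, 10.9 in the atria and 1.66 in the ventricles, 26.6-fold higher in the AVC and 46.5-fold higher in the OFT (exact p 3.16e-08 and 3.62e-10). *Htra1* (chromosome 7 from 130936111 to 130985660) was at 70.3 TPM in the AVC and 31.9 in the OFT, with none in the atria and the ventricles, at least 31.2-fold higher in the AVC and at least 28.4-fold higher in the OFT (exact p 3.40e-14 and 3.59e-11).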

Among the genes controlling TGFβ signalling we identified *Bmper*, a secreted factor that directly interacts with BMP ligands, and *Htra1*, a secreted serine protease that inhibits TGFβ family members by its proteolytic activity. Finally, enriched regulators of the Notch pathway included the bHLH transcription factor *Hes6*, and the Groucho related transcriptional co-repressors *Aes* and *Tle2*. 

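*Hes6* (chromosome 1 from 91411483 to 91414038) was at 18.6 TPM in the AVC and 41.2 in the OFT, with none in the atria and the ventricles, at least 5.51-fold higher in the AVC and at least 12.2-fold higher in the OFT (exact p 1.36e-09 and 4.60e-12). *Aes* (chromosome 10 from 81559488 to 81566362) was at 237 TPM in the AVC, 318 in the OFT, 9.43 in the atria and 14.4 in the ventricles, 20.1-fold higher in the AVC and 26.9-fold higher in the OFT (exact p 1.86e-07 and 2.01e-08). From tags of the 3'-most site alone the log2 ratio of *Aes* was -1.15 in the AVC. Its AVC call was lost in this setting and reversed with TMM normalization added to it. The 3'-most site held 4.61 TPM of *Aes* in the AVC, against 221 at the next site. The *Aes* call in the OFT was lost with tags of the 3'-most site alone, and its direction was reversed with tags of the 3'-most site with TMM normalization. *Tle2* (chromosome 10 from 81574561 to 81590845) was at 23.7 TPM in the AVC and 8.92 in the OFT, with none in the atria and the ventricles, at least 21.1-fold higher in the AVC and at least 7.93-fold higher in the OFT (exact p 2.12e-10 and 5.55e-07).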

The most highly expressed signaling pathway modulator in the AVC and OFT was *Igfbp5*, which has been shown to promote cartilage anabolism and osteoblast proliferation [59]. This is significant in light of research showing shared gene expression in developing heart valves, cartilage, bone and tendons [60].

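*Igfbp5* (chromosome 1 from 72857932 to 72874884) was at 1559 TPM in the AVC, 1150 in the OFT, 49.7 in the atria and 17.5 in the ventricles, 45.3-fold higher in the AVC and 33.4-fold higher in the OFT (exact p 2.65e-10 and 2.95e-09). By exact p it ranked 107 of the genes with a higher value in the AVC and 182 of those with a higher value in the OFT.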

Following EMT, newly formed mesenchymal cells undergo proliferation resulting in the expansion of the endocardial cushions. 

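*Ccnd2* (chromosome 6 from 127125162 to 127152193) was at 743 TPM in the AVC, 1407 in the OFT, 97.7 in the atria and 132 in the ventricles, 6.51-fold higher in the AVC and 12.3-fold higher in the OFT (exact p 4.13e-04 and 5.29e-06). The *Ccnd2* call in the AVC was lost with a dispersion of 0.4, GC correction, tags of the 3'-most site with TMM normalization and the tag sequence offset with TMM normalization. *Cdca7* (chromosome 2 from 72476159 to 72486893) was at 114 TPM in the AVC, 158 in the OFT, 3.00 in the atria and 6.63 in the ventricles, 24.1-fold higher in the AVC and 33.4-fold higher in the OFT (exact p 7.32e-08 and 6.67e-09).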

In our list of AVC- and OFT-enriched genes we identified several mediators of cell proliferation such as *Ccnd2* and *Cdca7*. Mesenchyme cells then undergo further differentiation characterized by expression of complex ECM molecules and matrix metalloproteinases. Previously characterized endocardial cushion ECM and structural proteins such as *Tenascin C*, *Perlecan (Hspg2)*, and several collagens (e.g. *Col3a1*, *Col9a3*, and *Col5a1*) were highly enriched in the AVC and OFT at E10.5. 

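*Tnc* (chromosome 4 from 63959785 to 64047015) was at 47.7 TPM in the AVC, 523 in the OFT and 3.64 in the atria, with none in the ventricles, 25.0-fold higher in the AVC and 274-fold higher in the OFT (exact p 1.97e-07 and 1.03e-15). *Hspg2* (chromosome 4 from 137468769 to 137570630) was at 131 TPM in the AVC, 141 in the OFT, 9.64 in the atria and 5.68 in the ventricles, 16.9-fold higher in the AVC and 18.1-fold higher in the OFT (exact p 8.71e-07 and 5.36e-07). *Col3a1* was at 2337 TPM in the OFT, 94.9 in the atria and 109 in the ventricles, 14.2-fold higher in the AVC and 23.0-fold higher in the OFT (exact p 1.90e-06 and 4.96e-08). *Col9a3* (chromosome 2 from 180597790 to 180622189) was at 131 TPM in the AVC, 42.5 in the OFT, 8.79 in the atria and 2.60 in the ventricles, 22.4-fold higher in the AVC and 7.27-fold higher in the OFT (exact p 1.26e-07 and 3.22e-04). The *Col9a3* call in the AVC was lost with tags of the 3'-most site alone and tags of the 3'-most site with TMM normalization. This site held 10.2 TPM in the AVC, against 118 at the next site. The *Col9a3* call in the OFT was lost with a dispersion of 0.4 and tags of the 3'-most site alone, and its direction was reversed with tags of the 3'-most site with TMM normalization. *Col5a1* (chromosome 2 from 27886425 to 28039514) was at 65.2 TPM in the AVC, 92.3 in the OFT, 5.36 in the atria and 8.05 in the ventricles, 9.82-fold higher in the AVC and 13.9-fold higher in the OFT (exact p 4.17e-05 and 3.95e-06).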

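*Mmp14* (chromosome 14 from 54431612 to 54445364) was at 89.4 TPM in the AVC and 127 in the OFT, with none in the atria and the ventricles, at least 19.9-fold higher in the AVC and at least 22.6-fold higher in the OFT (exact p 4.79e-15 and 4.72e-16). Its p was among the 5 smallest of each comparison.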

Significantly, our list of AVC- and OFT-enriched genes also contained novel endocardial cushion ECM proteins and modifiers such as the matrix metallopeptidase 14 (*Mmp14*).

### TWIST1 Regulates Gene Expression Patterns in the AVC

*Twist1* was the most highly expressed, DNA-binding, transcription factor in the E10.5 AVC where its expression is restricted to the mesenchyme cell population [20], [21]. Research in chick AVC development suggests a role for TWIST1 in the promotion of proliferation and migration of endocardial cushion cells, together with inhibition of their differentiation [23], while over-expression studies in mice implicated TWIST1 in ECM gene expression in the AVC [24]. However, no obvious morphological differences were observed in the *Twist1* null mouse AVC [26]. This apparent lack of AVC phenotype in the *Twist1* null might reflect a defect in maturation not seen before embryonic lethality at E11. Thus, we analyzed gene expression changes in the *Twist1* null phenotype by creating a Tag-seq library from the AVC of E10.5 *Twist1* mutant mice.

Comparison of *Twist1* null and wild-type AVC gene expression revealed remarkable changes consistent with a role for TWIST1 in determining proper AVC and OFT gene expression. Genes down-regulated in the *Twist1* null AVC were enriched in the wild-type AVC and OFT, while up-regulated genes were more likely to be enriched in atria and ventricles. This suggested that TWIST1 was directly or indirectly regulating many valve-specific genes, and in the absence of TWIST1, there was a shift in the cellular composition from an AVC phenotype to a more atria and/or ventricle-like phenotype. 

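Of the genes called lower in the null, 58.9% were called higher in the OFT than in atria and ventricles, where the wild-type AVC library takes no part in the second comparison. In simulations with only the null unchanged this share was 37.1% (range 29.7 to 44.4), and with no library changed 0.786%. Of the genes called higher in the null, 16.5% were OFT-enriched and 21.1% OFT-depleted. The simulated shares with only the null unchanged were 36.9% (range 31.0 to 43.3) and 9.23% (range 6.16 to 12.9). With the OFT in place of the wild-type AVC as the comparison library for the null, 55.5% of the genes called lower were AVC-enriched. Among those called higher in that setting 25.6% were AVC-enriched and 18.5% AVC-depleted, against 7.02% and 30.1% with the wild-type AVC. The use of the OFT does not remove the effect of the tag sequence. Within genes, tags that start with T had a median log2 difference of -0.83 for the OFT against atria and ventricles. For the null against the wild-type AVC it was 1.50. The simulations hold no tag effect between the null and the wild-type AVC, and the OFT shares are not given with the tag sequence offset.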

Genes down-regulated in the *Twist1* null AVC were enriched for cell migration and ECM molecules, while up-regulated genes were enriched in metabolic pathways and energy production. Cell migration is a critical step during EMT as the endocardial cells invade the cardiac jelly and TWIST1 has been associated with both the expression of promigratory genes and the proliferation of newly transformed cells [61]. TWIST1 has also been linked to the maintenance of energy and cell metabolism previously as it suppresses brown fat metabolism in adipose tissue [62]. In this context, over-expression of *Twist1* caused a reduction in mitochondria, while heterozygous *Twist1* mice were obesity resistant on a high-fat diet due to an increase in expression of oxidation genes. 

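Table S7B holds 13 genes of the respiratory chain and the ATP synthase, picked from these libraries. Of these 12 were higher in the null and 8 were called, with a median log2 ratio of 1.88. Under the tag sequence offset 2 were called higher and 1 lower, and the median was 0.54, at percentile 96.7 of matched random lists. All 93 genes with symbols of these families, a list chosen after seeing the data, had a median of -0.03, with 17 called higher and 9 lower.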

We observed that genes encoding several subunits for each of NADH dehydrogenase, ubiquinal-cytochrome c reductase, cytochrome c oxidase, and mitochondrial ATP synthase complexes were significantly up-regulated in the *Twist1* null AVC. These oxidative genes are critical in the electron transport chain and set up the cells to make ATP. Interestingly, many of the essential enzymes in the 10 reaction pathway of glycolysis, an alternate metabolic pathway used to form ATP, were also up-regulated.

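All 8 glycolysis genes of Table S7B, which the paper picked from these libraries, were called higher in the null, with a median log2 ratio of 1.98. *Tpi1* was higher by 20.0-fold (exact p 1.42e-07), *Eno2* by 7.04-fold (exact p 5.47e-04) and *Gpi1* by 6.01-fold (exact p 6.80e-04). *Adpgk* was higher by 4.11-fold (exact p 0.00794) and *Mdh1* by 3.79-fold (exact p 0.00968). The ratios of *Pdha1*, *Pgam1* and *Pfkp* were 3.24-fold (exact p 0.0218), 3.15-fold (exact p 0.0247) and 2.85-fold (exact p 0.0396). Under the tag sequence offset 7 of the 8 were higher and 2 were called, and the median was 0.74. The other settings were not tabulated for each of these genes.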

Surprisingly, from the genes previously identified as TWIST1 targets in the chick AVC [23], [63] only *Periostin*, and to a lesser extend *Cdh11* and *Mmp2*, showed expression changes in the *Twist1* null AVC. Other members of the bHLH transcription factor family, such as TWIST2 [64], could compensate for lack of TWIST1 activity in the mouse. However, *Twist2* expression was substantially lower than *Twist1* expression and was not significantly altered in the null AVC.

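*Twist2* (chromosome 1 from 91801461 to 91848028) was at 14.8 (95% interval 11.9 to 18.2) TPM in the wild-type AVC and 9.79 (95% interval 8.16 to 11.6) in the null, 1.51-fold lower (exact p 0.440). It was called only with the OFT as the comparison library. In the other regions *Twist2* was at 35.9 TPM in the OFT, 1.29 in the atria and 1.66 in the ventricles.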

Critical factors involved in valve development were also affected in the *Twist1* null mice. 

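With the OFT as the comparison library, the log2 ratio of the null was -1.73 for *Sox9* and 0.42 for *Sox4*. *Bmp2* was at 51.2 (95% interval 47.4 to 55.2) TPM in the null, 4.31-fold lower than in the wild-type AVC (exact p 0.00500). The call of *Bmp2* was lost with a dispersion of 0.4, Benjamini-Hochberg adjustment, the tag sequence offset and the tag sequence offset with TMM normalization, and its direction was reversed with the OFT as the comparison library.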

*Sox9, Sox4* and *Bmp2* were down-regulated significantly. In wild-type mice, *Sox9* is expressed, activated and required in the cushions following migration of the endocardial cells into the cardiac jelly in the cushions during EMT [65]. *Sox4* is expressed in the endocardium equally in both valve forming tissues, while *Bmp2* is normally expressed in the myocardium overlying the AVC at this stage of development [66], [67]. SOX9 is required for expansion of the precursor cell population early in valve development and later for proper expression of ECM proteins [13] and SOX4 is required for proper formation of the semilunar valves in the OFT [68]. Prior to cushion formation, BMP2 has two roles: it promotes cardiac jelly formation and it induces the overlying endocardium to undergo EMT [69]. As shown in chick, following EMT, BMP2 induces cell migration, but not proliferation, of mesenchymal cells and induces expression of *Periostin, Twist1* and *Id1* [70].

Using ChIP-seq we analyzed the ability of TWIST1 to bind to the regulatory sequences of our list of differentially expressed genes and identified a number of novel direct targets of TWIST1. Interestingly, we found that most genes differentially expressed between wild-type and *Twist1* null AVC did not have direct TWIST1 DNA-binding sites by ChIP-seq. However, our ChIP-seq was not saturating and many TWIST1 DNA-binding sites remain to be identified. We focused on high-confidence peaks, thus, further analyses may reveal additional direct targets. 

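Of the 57 genes of Table S8, 34 were called in the wild-type AVC against atria and ventricles. Among the genes listed as down-regulated 17 were AVC-enriched and 1 was depleted. Among those listed as up-regulated 3 were enriched and 13 were depleted. With TMM normalization the genes listed as down-regulated held 14 enriched and 3 depleted, and those listed as up-regulated 2 and 19. Under the tag sequence offset the numbers were 20 and 0, and 4 and 3.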

Of the 647 genes with TWIST1 bound as indicated by our limited ChIP-seq analysis, we found 57 were significantly mis-regulated in the *Twist1* null AVC and of these 30 were differentially expressed in the AVC. Genes whose regulatory sequences were bound by TWIST1 could be either up-regulated in the *Twist1* null AVC, such as *Tpcn1* and *Wdr75*, or down-regulated, such as *Tpm4* and *Chd9*. This indicated that TWIST1 can act both as an activator or inhibitor of transcription in the context of AVC development. 

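*Tpm4* (chromosome 8 from 72134975 to 72153142) was at 80.1 TPM in the null against 231 in the wild-type AVC, 2.89-fold lower (exact p 0.0376). The call of *Tpm4* held in 15 of 23 alternative settings and was lost with others, among them TMM normalization. *Chd9* had a log2 ratio of -1.93 with the tag sequence offset, and *Tpcn1* one of 1.16. In the wild-type AVC *Tpm4* was 11.1-fold higher and *Chd9* 6.02-fold higher than in atria and ventricles (exact p 1.32e-05 and 0.00120). The *Chd9* call in the AVC was lost with a dispersion of 0.4, GC correction, TPM used as counts with TMM normalization and the tag sequence offset with TMM normalization. From genes bound by TWIST1 that changed in either direction, the paper concludes that TWIST1 can act as an activator or an inhibitor of transcription.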

Importantly, we validated 17 genes as novel direct targets of TWIST1.

Although there were few transcription factors identified here with evidence of TWIST1 binding and mis-regulation in the *Twist1* null AVC, changes in gene expression suggested that the lack of TWIST1 markedly changed the cells during development. It is evident by Tag-seq data that TWIST1 regulates expression of several critically important transcription factors in the AVC and is a central player in regulating AVC transcriptional networks.

## Supporting Information

Figure S1 **Dissection of E10.5 mouse heart.** E10.5 embryos were removed from pregnant females and their hearts were dissected using 18½G needles. Atria, ventricles, atrio-ventricular canals, and out-flow tracts were separated and collected in TRIzol reagent. The out-flow tract protrudes from the front of the heart and is outlined by the yellow dotted line. The red dotted line indicates the region collected as atrio-ventricular canal.
(DOC) Click here for additional data file.

Figure S2 **RT-qPCR validation of AVC- and OFT-specific gene expression.** Tag-seq expression values for *Galanin*, *Adamts19*, *Isl1*, *Rgs5*, and *Gabra4* were validated by RT-qPCR across the atria, ventricles, atrio-ventricular canal (AVC), and out-flow tract (OFT). Graphs show relative quantification compared to ß-actin. Results are represented as average values from three independent samples ± standard deviations.
(DOC) Click here for additional data file.

Table S1 **PCR Primers.** All primers used for PCR are listed. These include those used for *in situ* hybridization probe construction as shown in Figure 3, the ChIP-qPCR as shown in Figure 4 and the RT-qPCR as shown in Figure S2.
(XLS) Click here for additional data file.

Table S2 **Gene expression of all genes in E10.5 heart Tag-seq libraries.** All genes expressed in E10.5 wild-type (atria, ventricles, atrio-ventricular canal (AVC), and out-flow tract (OFT)) and *Twist1* null AVC Tag-seq libraries. All expression values are represented as tags per million and only genes with more than 5 raw tags were considered expressed.
(XLS) Click here for additional data file.

Table S3 **Expression of genes previously characterized in AVC development.** 16 genes previously identified as involved in AVC development were analyzed for AVC expression. The majority of these genes showed AVC enrichment. Expression values are listed for each library including the *Twist1* null AVC and are represented as tags per million. Only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of AVC expression over the atria and ventricle libraries.
(XLS) Click here for additional data file.

Table S4 **Genes significantly enriched in the AVC and OFT.** Genes enriched in both the AVC and OFT (725 genes in Table S4A), just the AVC (214 genes in Table S4B) or just the OFT (324 genes in Table S4C) are listed. A heat-map of the data is shown in Figure 1. Expression values are listed for each library including the *Twist1* null AVC and are represented as tags per million. Only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of AVC expression or OFT expression over the atria and ventricle libraries. Genes were considered enriched if the p-value was less than 0.05 but no fold change cut-off was used.
(XLS) Click here for additional data file.

Table S5 **Enriched Gene Ontology biological process categories in genes enriched in the AVC and OFT.** Gene Ontology (GO) analysis identified categories enriched in the 725 genes enriched in both the AVC and OFT (Table S5A), the 214 genes enriched in the AVC but not the OFT (Table S5B), and the 324 genes enriched in the OFT but not the AVC (Table S5C). GO analysis was done in DAVID: enrichment was calculated against the whole RefSeq database as background and p-values represent one-tail Fisher Exact Test statistics. Category titles, the number of genes represented in each category (count), the p-values and the Benjamini corrected p-values are provided for each category in addition to the list of genes in that category and the expression data. Only relevant and non-redundant categories were included in the table. Gene expression values are listed for each library including the *Twist1* null AVC and are represented as tags per million. Only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of AVC expression or OFT expression over the atria and ventricle libraries.
(XLS) Click here for additional data file.

Table S6 **Altered gene expression in the** ***Twist1*** **null AVC.** Table S6A identifies the 283 genes down-regulated in the *Twist1* null AVC library while Table S6B identifies the 621 genes up-regulated in the *Twist1* null AVC library. A heat-map of the data is shown in Figure 2. Expression values are listed as tags per million for each library and only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of *Twist1* null AVC over wild-type (WT) AVC expression. Also included are AVC and OFT fold changes and p-values. Genes were considered up- or down-regulated if the p-value was less than 0.05 but no fold change cut-off was used.
(XLS) Click here for additional data file.

Table S7 **Enriched Gene Ontology biological process categories in genes with altered expression in the** ***Twist1*** **null AVC.** For the 283 genes down-regulated (Table S7A) and the 621 genes up-regulated (Table S7B) in the *Twist1* null AVC, we identified enriched GO categories by using DAVID. Enrichment was calculated against the whole RefSeq database as background and p-values represent one-tail Fisher Exact Test statistics. Category titles, the number of genes represented in each category (count), the p-values and the Benjamini corrected p-values are provided for each category in addition to the list of genes in that category and the expression data. Only relevant and non-redundant categories were included in the table. Expression values are listed as tags per million for each library and only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of the *Twist1* null AVC over wild-type (WT) AVC. Also included are AVC and OFT fold changes and p-values.
(XLS) Click here for additional data file.

Table S8 **Genes significantly differentially expressed in the** ***Twist1*** **null AVC with high confidence TWIST1 ChIP-seq peaks.** Genes with a TWIST1 ChIP-seq peak of height 30 or more were compared to genes differentially expressed in the *Twist1* null AVC. 26 genes were down-regulated (Table S8A) and 31 were up-regulated (Table S8B) and had at least one TWIST1 peak. Peaks were associated with genes using GREAT and the genomic location of the peaks and the peak heights are listed. Expression values are listed as tags per million for each library and only genes with more than 5 raw tags were considered expressed. Fold changes and p-values are provided as calculated by edgeR as the normalized fold-change of *Twist1* null AVC over wild-type (WT) AVC expression. Also included are AVC and OFT fold changes and p-values. Genes were considered up- or down-regulated if the p-value was less than 0.05 but no fold change cut-off was used.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

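Tag-seq was measured in 5 libraries of mouse heart tissue at E10.5, 4 from C57BL/6J wild-type embryos (AVC, OFT, atria and ventricles) and 1 from the AVC of *Twist1* null embryos on an ICR background. Each library comes from pooled embryos, and each condition has 1 library. The deposited values are counts of reads per tag, which the authors made by keeping the first 21 bases of reads that passed the Chastity filter and by keeping tag types with more than 5 tags. The files hold the 17 bases after the NlaIII site. Their smallest count is 6, and their sums equal the HQ tags of Table 1. The atria file holds 35109 tag types where Table 1 gives 35110. The authors' removal of 1-base mismatch tags and their mapping to genes are not applied in these files. Whether background and unmapped tags had been removed was not tested.

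Virtual tags were taken with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 from the 33363 GENCODE M21 transcripts linked to RefSeq, at every NlaIII site and with 20 adenines added at the transcript end. Of 315529 distinct virtual tags 308949 belong to 1 of the 24303 genes. A tag was given to a gene when it matched the sense strand of that gene alone, and the tags of a gene were summed. TPM are tags per 1000000 HQ tags. Tags of several genes, antisense tags, tags of other transcripts and tags without a match were not counted for any gene but stay in the HQ totals. In the AVC 70.7% of tags matched 1 gene, in the OFT 72.2%, in the atria 73.6%, in the ventricles 74.5% and in the null 73.8%. No genome sequence was at hand, so uniqueness in the genome was not checked.

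The HQ totals were 6075421 tags in the AVC, 5267618 in the OFT, 4666514 in the atria, 4223810 in the ventricles and 12977237 in the null. A single tag type must reach 0.988, 1.14, 1.29, 1.42 and 0.462 TPM in these libraries to be listed. Intervals of 95% on levels and shares are from counting alone and leave out the spread between embryos.

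The AVC and the OFT were each compared with the summed atria and ventricles, and the null with the wild-type AVC, by the two-sided exact test of edgeR 4.0.16 in R 4.3.3. The dispersion was fixed at 0.12 as the methods state, the library sizes were the HQ totals, and a gene with an unadjusted exact p under 0.05 is called. Each test compares single libraries, not conditions. No covariate was used, and strain and genotype differ together. A ratio against an absent gene is a bound with 5 tags for each missing tag type. Gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins (seed 17). Overlaps were set against 50 simulations of libraries that share a control (seed 71).

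The 103 named genes are those that the paper names in its Results or Discussion, in Table 2, Table 3 or Table S3, with the 5 genes of smallest exact p in each direction of each comparison. 1 gene of Table 2 is not reported here, and counts over the genes of that table leave it out. Lists of marker genes were written before their values were computed, for cardiomyocytes, endothelial and endocardial cells, cushion mesenchyme without *Twist1*, epicardium, erythroid cells and sex-linked genes.

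In all 21 alternative settings were set in advance and 6 were added after seeing the data. They change the library scaling (TMM normalization, DESeq2 1.42.0 size factors, all-tag totals, matched totals), the dispersion (0.05 and 0.4), the adjustment of p, the test, the limit on tags (more than 10 per tag type, or at least 50 per gene), the NlaIII sites used, the depth (thinned to 4223810 tags, seed 20240501), the fill for missing tag types, and the libraries compared. Another removes tags 1 base from a tag at least 100 times as abundant. GC correction is a loess (span 0.5, prior count 0.125) of the log2 ratio on tag GC content, used as an offset in the likelihood ratio test. The tag sequence offset, an added setting, was fitted between tags of the same gene on their bases and the place of their site, from tag types with at least 50 tags (seed 91). Comparisons of tags within a gene needed at least 100 tags on each side.

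The scripts were tested on simulated data first, for the AVC, the OFT and the null comparison in this order, with 12503, 12451 and 12963 genes in the step. Of 200 genes changed 4-fold the test recovered 74.0, 77.5 and 75.5%, and it called 2.58, 2.38 and 4.18% of unchanged genes. With a GC trend put in, 12.5, 12.0 and 15.4% of genes were called before the correction and 3.34, 3.12 and 5.45% after it. A tag sequence offset put in was recovered with a correlation of 0.981, 0.981 and 0.961 over 12034, 11973 and 12398 genes.

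The ChIP-seq, qPCR and in situ hybridization data of the paper were not analysed here, since no files of them were at hand, and its Gene Ontology enrichment was not recomputed. The gene lists were taken from the supplementary tables, and some hold fewer entries here than the paper counts. There were 716 for Table S4A, 210 for Table S4B, 314 for Table S4C, 280 for Table S6A and 604 for Table S6B. The transcription regulators of Table S5A had 122 entries, where the paper counts 123. The cause of the shortfall was not examined.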

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

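The tests of blood as the whole cause and of the first base of a tag, and the totals without haemoglobin, were chosen only after the result was seen. The test on the erythroid marker list was written down before its value was computed. What drew attention in each case is a signal in data that the paper did not analyse.

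Haemoglobin transcripts were not examined in the paper, and they differed between the libraries. In the *Twist1* null AVC they took 2.73% (95% interval 2.72 to 2.74) of the HQ tags, against 0.242% (95% interval 0.238 to 0.246) in the wild-type AVC. The list of erythroid marker genes moved with them. Of 15 genes 14 had tags in the comparison, 12 were higher in the null and 6 were called. Their median log2 ratio was 1.79, where 95% of random lists matched on expression lay between -0.90 and 0.57. With genes absent from a library at their bound the list gave 1.15. Without the globin genes the median was 0.84, just outside random lists of its own size at -1.17 to 0.79, and with absent genes at their bound it was 0.73, inside that range. An offset for the tag sequence gave 1.56, against -0.89 to 0.59. The wild-type AVC holds tags of 12 of the erythroid genes, 5 are in the paper's Table S6B and none is in another marker list. The most abundant of them, *Hbb-y*, was at 15446 TPM in the null, and *Hbb-bh1* at 6497 against 605.

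The values argue against blood as the whole cause of the difference between the null and the wild-type AVC. Tags in the atria or the ventricles were found for 1062 of the genes called higher in the null. Of these, 12.9% were called higher in the atria, the library with the largest haemoglobin share, than in the ventricles. A share of 14.1% was higher in the ventricles. Among genes not called in the null the first share was 7.22%. Atria and ventricles both hold a larger haemoglobin share than the wild-type AVC. A contrast between them can miss genes to which blood adds, so it does not measure how much of the difference is due to blood. More blood in the null dissection remains a candidate explanation for the erythroid genes themselves. A difference of strain or genotype in the blood of these embryos was not tested.

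In the atria haemoglobin transcripts took 21.5% (95% interval 21.5 to 21.6) of the HQ tags and in the ventricles 4.67% (95% interval 4.65 to 4.69). With HQ totals that leave these tags out, a setting chosen after seeing the data, 4933 genes were AVC-enriched, in place of 5427 at the full totals, which argues against the haemoglobin share of the totals as the whole cause of the excess of AVC-enriched genes. A larger amount of blood left in the atria may account for the haemoglobin tags themselves. The methods say that blood was washed out, without a measure of what was left, and a difference of tissue was not tested.

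Antisense tags, which match the opposite strand of a transcript and which the paper does not analyse, made up 9.20% of the HQ tags in the *Twist1* null AVC, against 6.11% in the wild-type AVC and 6.74% in the OFT. In the atria the share was 3.09% and in the ventricles 3.67%. Tags with a first base of T order the libraries in another way. Within a gene their median log2 difference was -0.94 for the AVC against atria and ventricles and 1.50 for the null against the wild-type AVC. Library preparation and transcripts from opposite strands were not tested for the antisense tags.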

How the results depend on the processing

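The 6 settings chosen only after the results were seen are all GENCODE transcripts, HQ totals without haemoglobin, TPM used as counts with TMM normalization, tags of the 3'-most site with TMM normalization, the tag sequence offset and this offset with TMM normalization. No paired analysis was possible because each condition has 1 library.

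At the main setting, 5427 genes were AVC-enriched, 5056 OFT-enriched and 4161 enriched in both, 1015 were AVC-depleted and 1106 OFT-depleted. In the null 1648 were lower and 1539 higher. Of these 1240 were lower and AVC-enriched, 108 higher and AVC-enriched, and 463 higher and AVC-depleted. The number of genes detected, of known AVC genes enriched, of transcription regulators enriched in both regions, and of the extracellular matrix, skeletal system and energy genes in the stated direction stayed within 1.5 times of the main count in every setting that gave a value. *Twist1* was called lower in the null in all 23 settings run for it.

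With TMM normalization there were 3206 genes AVC-enriched, 3257 OFT-enriched, 2450 enriched in both regions, 2193 AVC-depleted, 2201 OFT-depleted, 628 lower in the null and AVC-enriched and 817 higher in the null and AVC-depleted. DESeq2 size factors gave 3147 genes AVC-enriched, 3240 OFT-enriched, 2416 enriched in both regions, 2238 AVC-depleted, 2231 OFT-depleted, 622 lower in the null and AVC-enriched and 825 higher in the null and AVC-depleted. The all-tag totals of Table 1 gave 1044 genes lower in the null and 217 higher in the null and AVC-enriched. GC correction, which also centres the ratios, gave 3093 genes AVC-enriched, 3118 OFT-enriched, 2295 enriched in both regions, 2672 AVC-depleted, 2774 OFT-depleted, 808 lower in the null and AVC-enriched and 797 higher in the null and AVC-depleted. By construction TMM normalization, DESeq2 size factors and the all-tag totals move every log2 ratio of a comparison by the same amount. All 3206 AVC-enriched genes under TMM normalization are among those of the main setting, as are all 1213 genes lower in the null. Among the 3093 AVC-enriched genes under GC correction 3079 are shared. With DESeq2 size factors 58.4% of the AVC calls were higher and 61.1% of the null calls, against 84.2% and 48.3% at the main setting.

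A dispersion of 0.4 gave 2534 genes AVC-enriched, 2420 OFT-enriched, 1838 enriched in both regions, 338 AVC-depleted, 417 OFT-depleted, 306 lower in the null, 506 higher in the null, 5 of Table S8 called lower, 2 of Table S8 called higher, 187 lower in the null and AVC-enriched, 4 higher in the null and AVC-enriched and 140 higher in the null and AVC-depleted. A dispersion of 0.05 gave 1718 genes OFT-depleted, 3005 lower in the null, 2443 higher in the null, 2379 lower in the null and AVC-enriched, 348 higher in the null and AVC-enriched and 749 higher in the null and AVC-depleted. Benjamini-Hochberg adjustment left 510 genes lower in the null, 656 higher in the null, 9 of Table S8 called higher, 377 lower in the null and AVC-enriched, 22 higher in the null and AVC-enriched and 232 higher in the null and AVC-depleted. With TPM rounded and used as counts there were 3295 genes AVC-enriched, 3133 OFT-enriched, 2551 enriched in both regions, 499 AVC-depleted, 563 OFT-depleted, 595 lower in the null, 521 higher in the null, 419 lower in the null and AVC-enriched, 19 higher in the null and AVC-enriched and 164 higher in the null and AVC-depleted. These settings change how many tags a call needs, by construction. The smallest and largest counts of AVC-enriched genes in any setting were 1585 and 6657, and of genes lower in the null 306 and 3005.

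With 5 tags given to a missing tag type there were 3504 genes AVC-enriched, 3190 OFT-enriched, 2633 enriched in both regions, 668 AVC-depleted, 709 OFT-depleted, 764 higher in the null, 824 lower in the null and AVC-enriched, 29 higher in the null and AVC-enriched and 243 higher in the null and AVC-depleted. At least 50 tags per gene left 627 genes AVC-depleted, 698 OFT-depleted, 935 higher in the null, 793 lower in the null and AVC-enriched, 40 higher in the null and AVC-enriched and 259 higher in the null and AVC-depleted. The second setting tests fewer genes. With the libraries thinned to equal depth the null comparison called 3004 genes against 3187, and each count stayed within 1.5 times.

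With the OFT in place of the wild-type AVC there were 506 genes higher in the null and AVC-enriched. With enrichment taken from the OFT there were 254 genes higher in the null and AVC-enriched. Of the genes called in the null against the OFT, 1069 of those higher and 978 of those lower were also called that way against the wild-type AVC. The cause was not tested.

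Of the settings chosen after seeing the data, TPM used as counts with TMM normalization gave 1585 genes AVC-enriched, 1637 OFT-enriched, 1207 enriched in both regions, 400 lower in the null, 729 higher in the null, 183 lower in the null and AVC-enriched and 13 higher in the null and AVC-enriched. Tags of the 3'-most site with TMM normalization gave 3084 genes AVC-enriched, 3111 OFT-enriched, 2301 enriched in both regions, 2036 AVC-depleted, 2037 OFT-depleted, 663 lower in the null and AVC-enriched and 871 higher in the null and AVC-depleted. The tag sequence offset left 6 genes of Table S8 called higher and 307 higher in the null and AVC-depleted. The offset with TMM normalization left 3169 genes AVC-enriched, 3208 OFT-enriched, 2321 enriched in both regions, 1608 AVC-depleted, 1787 OFT-depleted, 906 lower in the null, 14 of Table S8 called lower, 13 of Table S8 called higher and 503 lower in the null and AVC-enriched. Of the 1204 genes lower and the 1186 higher in the null under the offset, 852 and 823 were shared with the main setting. Other settings moved none of these counts by more than 1.5 times.

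Of the results for single genes, 231 lost their call, 90 gained one, 95 uncalled values moved and 5134 did not change under the settings set in advance. Under the added ones 134 lost a call, 37 gained one, 86 moved and 1551 did not change. A dispersion of 0.4 removed 64 calls and the offset with TMM normalization 40, and removing tags 1 base from an abundant tag changed none of 306.

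Ratios called at the main setting changed sign in the following cases, whether or not the new value was called. From tags of the 3'-most site alone the log2 ratio was -1.15 for *Aes* in the AVC. With TMM normalization added to this it was -2.09 for *Aes* in the AVC, -0.53 for *Aes* in the OFT, -0.12 for *Zeb1* in the OFT, -0.32 for *Gata5* in the AVC, -0.78 for *Col9a3* in the OFT, -0.89 for *Col1a1* in the AVC, 0.20 for *Col1a1* in the null and -0.68 for *Nin* in the OFT. For *Gata5* in the OFT, where the site had no tags, the fitted values of -6.93 and -7.29 in these settings rest on the prior count and give a direction without a size. The OFT as the comparison library gave 0.91 for *Bmp2* in the null, 0.59 for *Ryr3* in the null and 2.15 for *Cacna2d2* in the null. GC correction gave -0.036 for *Iffo2* in the AVC and -0.010 for *Iffo2* in the OFT, and 5 tags for a missing tag type gave -0.18 for *Gabra4* in the AVC. The last follows from the construction, since *Gabra4* had no tags in atria and ventricles. For the others the cause was not tested.

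Depth limits what can be said of rare transcripts. A tag type with the smallest count in the files stands for 1.42 TPM in the ventricles and 0.462 in the null, the deepest library, so a gene listed in the null and absent elsewhere can be below the limit of the other library. A ratio against an absent gene is a lower bound. With 1 library per condition no setting gives a measure of the spread between embryos.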

Differences from the paper's values

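The added settings named here, TPM used as counts with TMM normalization, all GENCODE transcripts, tags of the 3'-most site with TMM normalization, the tag sequence offset and this offset with TMM normalization, were chosen only after the result was seen.

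The paper reports 939 AVC-enriched genes, 1049 OFT-enriched genes and 725 enriched in both. Here the counts were 5427, 5056 and 4161, and none of the alternatives set before the data were examined closed these gaps. No added setting did either. Of 705 matched genes of Table S4A, 683 were called higher and 1 lower in the AVC, and 681 higher in the OFT. With the tag sequence offset 666 were called higher in the AVC and 665 in the OFT.

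For the null the paper reports 283 genes down-regulated and 621 up-regulated, and here 1648 and 1539 were called. Of the alternatives set before the data were examined, a dispersion of 0.4 came within 1.5 times of both, with 306 and 506 genes. For the up-regulated genes Benjamini-Hochberg adjustment gave 656, TPM used as counts 521 and 5 tags for a missing tag type 764. TPM used as counts with TMM normalization, chosen after seeing the values, gave 400 down-regulated and 729 up-regulated genes. The remaining alternatives closed neither gap. Of the matched genes of Table S6A 258 of 278 were called lower, and of Table S6B 483 of 598 were called higher. With the tag sequence offset 144 of Table S6A were called lower. Of Table S6B 152 were then called higher and 1 lower.

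The paper counts 119 genes that were down-regulated in the null and AVC-enriched and 7 that were up-regulated and AVC-enriched. The counts here were 1240 and 108, and none of the alternatives set before the data were examined closed these gaps. Up-regulated genes that were AVC-depleted number 254 in the paper and 463 here. Benjamini-Hochberg adjustment gave 232, at least 50 tags per gene 259, 5 tags for a missing tag type 243, the OFT as the comparison library 366 and enrichment taken from the OFT 324, and the other alternatives set before the data were examined left the gap. TPM used as counts with TMM normalization, chosen after seeing the values, gave 349, and the tag sequence offset, chosen in the same way, 307.

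The share of down-regulated genes that were AVC-enriched is 42.0% in the paper and 75.2% here. Of the alternatives set before the data were examined, TMM normalization gave 51.8%, DESeq2 size factors 50.9%, a dispersion of 0.4 61.1%, 5 tags for a missing tag type 58.9%, GC correction 53.9%, the OFT as the comparison library 55.5% and enrichment taken from the OFT 58.9%, each within 1.5 times of the paper's value. TPM used as counts with TMM normalization, chosen after seeing the values, gave 45.8%. Tags of the 3'-most site with TMM normalization and the tag sequence offset with TMM normalization, also chosen after seeing the values, gave 49.9% and 55.5%. For up-regulated genes the AVC-enriched share is 1.1% in the paper and 7.02% here, and a dispersion of 0.4 was the only one of these alternatives within 1.5 times of it, at 0.790%.

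Of 519 values that the paper's Tables 2, 3 and S3 give for single genes, 98 differed by more than 1.5 times, 72 of 388 levels in TPM and 26 of 131 folds. The folds were compared on the TMM scale, and the value at the HQ totals is given beside each. Against the values at the HQ totals 63 of the folds would differ. Of those that differ on the TMM scale 5 are within 1.5 times of the paper's at the HQ totals, for *Tbl1x* in the AVC, *Tbl1x* in the OFT, *Rgs5* in the AVC, *Klf7* in the null and *Nin* in the null. The following paragraphs give these values. Where no setting is named, none of the alternatives set before the data were examined closed the gap. For levels these are 4 alternatives, since the others do not change a level. For *Sox4*, *Tbl1x*, *Rspo3*, *Ryr3* and *Rgs5* the paper lists no tags in atria and ventricles. It lists none in the null for *Nrg1* and *Tgfbi*, and none in the wild-type AVC for *Gatsl2*. The paper's folds against these absent values have no definite size, so a setting that comes near such a fold does not explain the gap.

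*Aes* was at 9.43 TPM in the atria and 14.4 in the ventricles, against the paper's 0.0 and 3.3. Its tag type of site 2 from the 3' end, singled out after its values were seen, was at 0 in the atria and 3.32 in the ventricles. In the AVC this tag type was at 221 and in the OFT at 290.5. *Aes* had a fold over atria and ventricles of 10.4 (20.1 at the HQ totals) in the AVC and 14.9 (26.9 at the HQ totals) in the OFT, against the paper's 67.67 and 94.49. *Zeb1* was at 12.0 TPM in the atria, against the paper's 6.9. For *Zeb1*, tags of the 3'-most site alone gave 5.14 in the atria. The 3'-most site of *Zeb1* also gave 7.24 in the AVC, 4.37 in the OFT and 0 in the ventricles, against the paper's 185.4, 196.1 and 7.8. *Sox4* was at 346 TPM in the AVC, 231 in the OFT, 116 in the atria, 78.6 in the ventricles and 309.8 in the null, against the paper's 98.8, 86.5, 0.0, 0.0 and 19.6. For *Sox4*, tags of the 3'-most site alone gave 138 in the AVC and 86.6 in the OFT. The 3'-most site of *Sox4* also gave 52.3 in the atria, 28.4 in the ventricles and 125 in the null, against the paper's 0.0, 0.0 and 19.6. Its tag types of sites 6, 8 and 9 from the 3' end, singled out after their values were seen, had no tags in atria and ventricles. They were at 36.9, 2.63 and 55.6 in the AVC, 29.4, 0 and 51.8 in the OFT and 10.9, 6.55 and 2.16 in the null. The paper's *Sox4* values may therefore rest on a part of the gene's tags. *Sox4* had a fold over atria and ventricles of 1.82 (3.53 at the HQ totals) in the AVC and 1.30 (2.35 at the HQ totals) in the OFT, against the paper's 303.66 and 272.38. *Sox4* had a ratio of null to wild-type AVC of 1.06 (0.895 at the HQ totals), against the paper's 0.238.

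*Tbx20* (variant 1 in the paper) was at 338 TPM in the AVC, 297 in the OFT, 68.6 in the atria and 100.1 in the ventricles, against the paper's 51.7, 40.1, 1.5 and 0.0. The values of *Tbx20* here sum its transcripts. For *Tbx20*, tags of the 3'-most site alone gave 14.5 TPM in the AVC, 14.8 in the OFT, 1.29 in the atria and 2.13 in the ventricles, where the paper's variant 2 has 14.5, 14.8, 1.3 and 2.1. *Tbx20* had a fold over atria and ventricles of 2.09 (4.04 at the HQ totals) in the AVC and 1.96 (3.56 at the HQ totals) in the OFT, against the paper's 29.95 and 24.68. *Tbl1x* was at 209.5 TPM in the AVC, 222 in the OFT, 3.43 in the atria and 3.55 in the ventricles, against the paper's 24.2, 19.9, 0.0 and 0.0. Its tag type of site 11 from the 3' end, singled out after its values were seen, was at 22.55 in the AVC and 18.79 in the OFT. It had no tags in atria and ventricles. *Tbl1x* had a fold over atria and ventricles of 31.1 (60.1 at the HQ totals) in the AVC and 35.2 (63.8 at the HQ totals) in the OFT, against the paper's 75.13 and 63.43. For *Tbl1x* and the fold in the AVC, the all-tag totals of Table 1 gave 64.9 and totals of the matched tags gave 62.6. For *Tbl1x* and the fold in the OFT, the all-tag totals of Table 1 gave 88.2 and totals of the matched tags gave 65.1.

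*Col9a3* was at 8.79 TPM in the atria and 2.60 in the ventricles, against the paper's 3.0 and 0.0. *Col9a3* had a fold over atria and ventricles of 11.6 (22.4 at the HQ totals) in the AVC and 4.01 (7.27 at the HQ totals) in the OFT, against the paper's 38.39 and 13.03. For *Col9a3* and the fold in the AVC, ventricles alone gave 25.7. For *Col9a3* and the fold in the OFT, the all-tag totals of Table 1 gave 10.1 and ventricles alone gave 8.93. *Rspo3* was at 1.71 TPM in the atria, against the paper's 0.0. For *Rspo3*, more than 10 tags per tag type gave 0 in the atria. *Rspo3* had a fold over atria and ventricles of 32.3 (62.6 at the HQ totals) in the AVC and 38.0 (68.8 at the HQ totals) in the OFT, against the paper's 123.23 and 136.22. For *Rspo3* and the fold in the OFT, the all-tag totals of Table 1 gave 93.5. *Ccnd2* was at 132 TPM in the ventricles, against the paper's 77.7. For *Ccnd2*, tags of the 3'-most site alone gave 54.5 in the ventricles. The 3'-most site of *Ccnd2* also gave 148 in the AVC, 288 in the OFT and 30.9 in the atria, against the paper's 594.3, 1117.7 and 66.9.

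*Ryr3* was at 1.29 TPM in the atria, against the paper's 0.0. For *Ryr3*, more than 10 tags per tag type gave 0 in the atria and libraries thinned to equal depth gave 0 in the atria. *Ryr3* had a fold over atria and ventricles of 11.6 (22.4 at the HQ totals) in the AVC and 2.17 (3.94 at the HQ totals) in the OFT, against the paper's 35.92 and 9.47. *Rgs5* was at 3.95 TPM in the AVC, 178 in the OFT and 1.89 in the ventricles, against the paper's 1.5, 41.0 and 0.0. For *Rgs5*, more than 10 tags per tag type gave 0 in the ventricles. *Rgs5* had a fold over atria and ventricles of 2.27 (4.39 at the HQ totals) in the AVC, against the paper's 5.60. For *Rgs5* and the fold in the AVC, the all-tag totals of Table 1 gave 4.69 and totals of the matched tags gave 4.53. *Klf7* was at 49.2 TPM in the AVC, 68.2 in the OFT, 5.36 in the atria and 9.94 in the null, against the paper's 13.7, 17.3, 0.0 and 1.5. For *Klf7*, tags of the 3'-most site alone gave 12.2 in the AVC and 19.7 in the OFT. The 3'-most site of *Klf7* also gave 5.36 in the atria and 4.08 in the null, against the paper's 0.0 and 1.5. *Klf7* had a ratio of null to wild-type AVC of 0.238 (0.202 at the HQ totals), against the paper's 0.147. For *Klf7* and this ratio, totals of the matched tags gave 0.194, more than 10 tags per tag type gave 0.209 and libraries thinned to equal depth gave 0.144.

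*Nrg1* was at 13.7 TPM in the AVC and 2.54 in the null, against the paper's 7.9 and 0.0. *Nrg1* had a ratio of null to wild-type AVC of 0.220 (0.186 at the HQ totals), against the paper's 0.033. *Ccar1* was at 124 TPM in the AVC, 100.4 in the OFT, 3.86 in the atria, 4.74 in the ventricles and 36.5 in the null, against the paper's 195.4, 171.4, 7.9, 7.3 and 57.4. Levels of *Ccar1* with all GENCODE transcripts, chosen after seeing the values, were 194 in the AVC, 171 in the OFT, 7.93 in the atria, 7.34 in the ventricles and 57.8 in the null. *Tpm4* was at 231 TPM in the AVC, 325 in the OFT, 12.2 in the atria, 30.5 in the ventricles and 80.1 in the null, against the paper's 45.5, 57.9, 0.0, 0.0 and 5.1. Its tag type of site 3 from the 3' end, singled out after its values were seen, was at 42.96 in the AVC, 56.19 in the OFT and 4.16 in the null. It had no tags in atria and ventricles. *Tpm4* had a ratio of null to wild-type AVC of 0.408 (0.346 at the HQ totals), against the paper's 0.138. *9030425E11Rik* (*Clmp*) was at 33.9 TPM in the AVC, 16.3 in the OFT and 1.66 in the ventricles, against the paper's 16.3, 9.1 and 0.0. For *9030425E11Rik*, tags of the 3'-most site alone gave 17.6 in the AVC and 7.21 in the OFT and more than 10 tags per tag type gave 0 in the ventricles. The 3'-most site of *9030425E11Rik* also gave 1.66 in the ventricles and 0.462 in the null, against the paper's 0.0 and 1.9. *9030425E11Rik* had a ratio of null to wild-type AVC of 0.0804 (0.0682 at the HQ totals), against the paper's 0.153. *9030425E11Rik* reached 0.140 with the tag sequence offset and 0.140 with the tag sequence offset with TMM normalization, chosen after seeing the values.

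*4930402H24Rik* was at 37.9 TPM in the AVC, 44.8 in the OFT, 30.6 in the atria, 87.4 in the ventricles and 83.8 in the null, against the paper's 19.1, 18.4, 1.7, 3.6 and 2.5. For *4930402H24Rik*, tags of the 3'-most site alone gave 17.8 in the AVC and 26.4 in the OFT. The 3'-most site of *4930402H24Rik* also gave 28.9 in the atria, 83.8 in the ventricles and 77.3 in the null, against the paper's 1.7, 3.6 and 2.5. The other tag type of *4930402H24Rik* with at least 100 tags, singled out after its values were seen, was at 19.1 in the AVC, 16.9 in the OFT, 1.71 in the atria, 3.55 in the ventricles and 2.54 in the null. *4930402H24Rik* had a ratio of null to wild-type AVC of 2.61 (2.21 at the HQ totals), against the paper's 0.168. *Iffo2* was at 18.6 TPM in the AVC, 4.29 in the atria, 6.63 in the ventricles and 5.78 in the null, against the paper's 11.5, 2.4, 2.4 and 2.2. For *Iffo2*, tags of the 3'-most site alone gave 11.5 in the AVC, 2.36 in the atria, 2.37 in the ventricles and 2.16 in the null, more than 10 tags per tag type gave 2.36 in the atria and libraries thinned to equal depth gave 3.15 in the null. Levels of *Iffo2* with all GENCODE transcripts, chosen after seeing the values, were 11.5 in the AVC, 2.36 in the atria, 2.37 in the ventricles and 2.16 in the null.

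*Nin* was at 22.1 TPM in the AVC, 18.6 in the OFT and 6.55 in the null, against the paper's 9.4, 4.6 and 1.6. For *Nin*, tags of the 3'-most site alone gave 9.38 in the AVC, 4.56 in the OFT and 1.62 in the null and libraries thinned to equal depth gave 1.94 in the null. *Nin* had a ratio of null to wild-type AVC of 0.350 (0.297 at the HQ totals), against the paper's 0.225. For *Nin* and this ratio, totals of the matched tags gave 0.285, more than 10 tags per tag type gave 0.322, tags of the 3'-most site alone gave 0.205, 5 tags for a missing tag type gave 0.326 and GC correction gave 0.251. *Nin* reached 0.232 with tags of the 3'-most site with TMM normalization, chosen after seeing the values. *Tgfbi* was at 116 TPM in the AVC, 223 in the OFT, 1.29 in the atria, 3.79 in the ventricles and 14.1 in the null, against the paper's 3.5, 9.7, 0.0, 0.0 and 0.0. For *Tgfbi*, more than 10 tags per tag type gave 0 in the atria. *Tgfbi* had a ratio of null to wild-type AVC of 0.143 (0.121 at the HQ totals), against the paper's 0.072. For *Tgfbi* and this ratio, GC correction gave 0.0946. *Tgfbi* reached 0.0965 with the tag sequence offset and 0.0965 with the tag sequence offset with TMM normalization, chosen after seeing the values.

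*Eif3h* was at 139 TPM in the AVC, 132 in the OFT, 126 in the atria, 153 in the ventricles and 107 in the null, against the paper's 4.1, 1.7, 0.0, 0.0 and 0.6. Levels of *Eif3h* with all GENCODE transcripts, chosen after seeing the values, were 4.12 in the AVC, 1.71 in the OFT, 0 in the atria, 0 in the ventricles and 0.617 in the null. *Eif3h* had a ratio of null to wild-type AVC of 0.911 (0.772 at the HQ totals), against the paper's 0.225. *Eif3h* reached 0.180 with all GENCODE transcripts, chosen after seeing the values. *Gatsl2* (*Castor2*) was at 23.9 TPM in the AVC, 15.0 in the OFT, 9.00 in the atria, 9.23 in the ventricles and 32.1 in the null, against the paper's 0.0, 2.3, 0.0, 0.0 and 6.7. *Gatsl2* had a ratio of null to wild-type AVC of 1.59 (1.35 at the HQ totals), against the paper's 30.338. *Abra* was at 5.27 TPM in the AVC and 32.3 in the OFT, against the paper's 1.0 and 11.4. *Abra* had a ratio of null to wild-type AVC of 2.69 (2.28 at the HQ totals), against the paper's 8.164.

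Of the genes that pass in the paper, 35 of Table 2 were also called here in the AVC, 35 of Table 2 in the OFT and 33 of Table 3 in the null, and 1 in the OFT and 3 in the null were not. The paper lists *Sox4* as OFT-enriched, and here its fold was not called (exact p 0.0916), although it was with the all-tag totals of Table 1, a dispersion of 0.05, atria and ventricles as 2 libraries, ventricles alone and, among the settings chosen after seeing the values, the tag sequence offset. The paper lists *Sox4* as reduced in the null, and here it was not called in any setting (exact p 0.825). The paper lists *4930402H24Rik* as reduced in the null, and here it had a higher value that was not called (exact p 0.119). It was called higher with the all-tag totals of Table 1, a dispersion of 0.05, tags of the 3'-most site alone and, chosen after seeing the values, tags of the 3'-most site with TMM normalization. The gene listed as *Gatsl2* is up-regulated in the paper and was not called here (exact p 0.565), except with the tag sequence offset with TMM normalization, chosen after seeing the values.

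In the other direction, *Rgs5*, *Gabra4* and *Frzb* were called in the AVC (exact p 0.0241, 0.0391 and 6.35e-04), where the paper's own p did not pass, and so was *Adamts19* in the OFT (exact p 1.38e-05). In the null *Chd9*, *Iffo2*, *Nin*, *Tgfbi* and *Glrb* were called lower, while the paper's own p for each did not pass (exact p 0.00259, 0.0302, 0.0237, 9.93e-05 and 0.00382).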

Other observations

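The tests on the first base of a tag, on its offset, on genes with a pair of tag types, on the strain and blood as whole causes and on the gene lists and gene families under the offset were chosen only after the result was seen. For library preparation, tags absent from atria and ventricles were named in advance and the measure on pairs of tag types was chosen later.

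In a gene with several tag types a change in all of its transcripts moves the tag types together. An effect of the tag itself moves them apart, and so does a change in the 3' ends or transcripts used, which was not tested separately. Tags of internal sites rose against those of the 3'-most site by a median log2 of 0.59 for the AVC against atria and ventricles, 0.71 for the null against the wild-type AVC and 0.08 for the OFT against the AVC. For genes called between the AVC and the summed atria and ventricles, the most abundant pair of tag types went in opposite directions in 12.7% (95% interval 10.7 to 14.8) of 1098 genes. For the null against the wild-type AVC the share was 23.1% (95% interval 19.9 to 26.5) of 659 called genes, and for the OFT against the AVC 2.08% (95% interval 0.053 to 11.1) of 48. The shares differed by direction. In the AVC comparison the share was 8.84% of genes called higher and 35.2% of genes called lower. In the null comparison it was 14.1% and 32.6%. Over all genes with such a pair, called or not, the shares were 35.6% for the AVC, 51.1% for the null and 40.9% for the OFT against the AVC. The Spearman correlation between both log2 ratios was 0.004 for the null against the wild-type AVC over 4535 genes, 0.281 for the AVC against atria and ventricles and 0.275 for the OFT against the AVC. Genes are not independent replicates.

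Complete loss of a tag was rare. Of 2406 tags at 30 TPM or more in the AVC, the OFT and the null, 16 were absent from atria and ventricles, and for 10 of these another tag of the gene was present there. With 23.1% of called pairs in opposite directions, a difference in library preparation may be part of the null comparison, and a change in the 3' ends used is open as well. The labels and the methods name no preparation batch, so batch and tissue, or batch and genotype, cannot be told apart for the rest of the shift.

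The sequence of the tag carries part of this effect. Within a gene, tags that start with T after the NlaIII site were set against the gene's other tags. Their median log2 difference was -0.94 for the AVC against atria and ventricles and 1.50 for the null against the wild-type AVC. Between the OFT and the AVC the median was 0.09, and between ventricles and atria 0.16. The comparisons do not share all base effects. Tags with A at position 2 had a median difference of -1.09 for the AVC and -1.05 for the OFT against atria and ventricles. For the null against the wild-type AVC it was -0.07. An offset fitted on the sequence and site of tags of the same gene explained 25.1%, 22.9% and 27.3% of the variance between tags in genes left out of the fit, for the AVC, the OFT and the null comparison, 2.68% for the OFT against the AVC and 12.7% for the ventricles against the atria. By the first base the AVC and OFT lie together and so do the atria and ventricles, though the offset also separates the last pair in part. Its correlation with the log2 ratios of genes was 0.529, 0.494 and 0.616. A candidate explanation is a base-dependent step in making the libraries, such as ligation to the digested end, which was not tested further.

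For the excess of AVC-enriched genes, GC content and tag sequence stay open. A GC correction that keeps the median shift left 5733 genes AVC-enriched, against 5551 under the likelihood ratio test without it, and the tag sequence offset left 5462. Neither correction can take away a shift common to all genes, so these counts do not decide. The GC correction that also centres the ratios gave 3093. In the fifth of genes with the lowest tag GC content the median log2 ratio was 0.43, and in the highest 1.45. With 5 tags for a missing tag type 3504 genes were AVC-enriched in place of 5427. This argues against the limit on tags as the whole cause, and it may account for part. A difference of tissue was not tested against these.

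For the null against the wild-type AVC, the values argue against GC content and the difference in HQ totals as the whole cause. A GC correction left 3565 genes called, against 3713 without it, although the ratios follow GC content with a Spearman correlation of -0.209. With the libraries thinned to equal depth 3004 genes were called in place of 3187. Thinning evens out the HQ totals only. HQ tags were 58.2% of all tags in the wild-type AVC and 75.2% in the null, which it leaves as it is. Under the tag sequence offset 2390 were called, so the part of the sequence effect that it removes may account for some calls but not for all. What stays open is a part of the tag effect beyond the offset, and the difference of strain or of genotype itself, which was not tested.

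The null library comes from another mouse strain, and a base that differs in a tag would make a gene look lost. Of 287 tags more than 8-fold lower in the null, 2.44% (95% interval 0.986 to 4.96) had a tag 1 base away that was found in the null alone, against 0.480% (95% interval 0.305 to 0.719) of the 4791 tags within 2-fold. A strain base in the tag is therefore a candidate explanation for a small number of genes. As the whole cause it is argued against, since 1.34% of 973 genes called lower had such a neighbour of their main tag, and 0.546% of those not called. The most abundant case, named after its values were seen, is *Sparc*. Its main tag was at 556 TPM in the wild-type AVC and 129 in the null, where a tag that differs by A15G, counted from 1 at the first base after the site, was at 921. The variant base itself was not checked in a genome of the strain.

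Cell composition was examined with lists of marker genes written before their values were computed. The 22 cardiomyocyte genes, all with tags in the wild-type AVC, had a median log2 ratio of -0.41 in the null, where 95% of random lists matched on expression lay between -0.65 and 0.48, and 8 were higher. More myocardium in the null dissection would have raised them together, and their most abundant member there, *Actc1*, was at 8933 TPM against 6283, while *Myh6* was at 289.5 against 2696. Under the tag sequence offset the median was 0.41, against -0.35 to 0.45 in the random lists, so its sign depends on the setting. The list does not decide, and a difference in myocardium stays open. Of these genes 4 are in Table S4, 1 in Table S6A and 1 in Table S6B.

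The 13 endothelial and endocardial genes had a median of 0.28 in the null, or -0.10 with absent genes at their bound, where 95% of random lists matched on expression lay between -0.91 and 0.69. The wild-type AVC holds tags of 11 of them. For the 8 epicardial genes the median was -0.54, against -1.03 to 0.92 in the random lists, and 5 were lower. The 5 sex-linked genes had a median of -1.17, against -1.42 to 1.06, with 3 lower and 1 called. With the tag sequence offset the medians of these 3 lists were 0.00, -0.41 and -1.62. The last lies outside its random lists at -1.06 to 0.72, with all 5 genes lower and 3 called. The cause was not tested. All of the epicardial and sex-linked genes have tags in the wild-type AVC. No marker gene is in more than 1 list, and 2 of the endothelial and 3 of the sex-linked genes are in Table S4. These ranges describe this pair of libraries.

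The energy genes that were higher in the null and the extracellular matrix genes that were lower responded differently to the tag sequence. The energy list of Table S7B fell from a median log2 ratio of 1.92 to 0.83 with the offset, where 8 were called in place of 22. The matrix list of Table S7A went from -2.73 to -2.23, with 12 called in place of 14. The paper picked both lists for their change in these libraries, so whole gene families were taken by symbol as well. The 34 collagen genes had a median of -1.20, against -0.67 to 0.46 in random lists, and -1.09 with the offset, against -0.48 to 0.37, with 25 lower. This argues against the part of the sequence effect that the offset removes as the whole cause of the lower collagen genes.

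The 93 respiratory chain and ATP synthase genes had a median of -0.03, inside the random lists at -0.42 to 0.13, and 0.13 with the offset, inside -0.25 to 0.15. They do not decide on the energy list, and tag sequence as its whole cause stays open. The size of the energy change may rest to a large part on the tags that the picked genes have. For both lists a tag effect beyond the offset stays open, and so do strain and genotype as untested.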
